# Assessment of transcriptional reprogramming of lettuce roots in response to chitin soil amendment

**DOI:** 10.3389/fpls.2023.1158068

**Published:** 2023-04-05

**Authors:** Leilei Li, Moritz Kaufmann, Moffat Makechemu, Christof Van Poucke, Ellen De Keyser, Mieke Uyttendaele, Cyril Zipfel, Bart Cottyn, Joël F. Pothier

**Keywords:** chitin, lettuce, RNA-Seq, phenolic compounds, plant defense

## Abstract

Chitin soil amendment is known to improve soil quality, plant growth and stress resilience, but the underlying mechanisms are not well understood. In this study, we monitored chitin’s effect on lettuce physiology every two weeks through an eight-week growth period, analyzed the early transcriptional reprogramming and related metabolomic changes of lettuce, in response to crab chitin treatment in peat-based potting soil. In commercial growth conditions, chitin amendment still promoted lettuce growth, increased chlorophyll content, the number of leaves and crop head weight from week six. The flavonoid content in lettuce leaves was altered as well, showing an increase at week two but a decrease from week six. Transcriptomic analysis showed that over 300 genes in lettuce root were significantly differentially expressed after chitin soil treatment. Gene Ontology-term (GO) enrichment analysis revealed statistical overrepresentation of GO terms linked to photosynthesis, pigment metabolic process and phenylpropanoid metabolic process. Further analysis of the differentially expressed genes (DEGs) showed that the flavonoid pathway was mostly upregulated whereas the bifurcation of upstream phenylpropanoid pathway towards lignin biosynthesis was mostly downregulated. Metabolomic analysis revealed the upregulation of salicylic acid, chlorogenic acid, ferulic acid, and *p*-coumaric acid in chitin-treated lettuce seedlings. These phenolic compounds (PCs) mainly influence the phenylpropanoid biosynthesis pathway and may play important roles in plant defense reactions. Our results suggest that chitin soil amendments might activate induced resistance by priming lettuce plants and promote lettuce growth *via* transcriptional changes.

## 1 Introduction

Lettuce (*Lactuca sativa* L.) is an economic important leafy vegetable cultivated in many countries around the world on a total area of < 1.8 M ha in 2021 (FAOSTAT, 2021). Lettuce constitutes an important source of vitamins, carotenoids and antioxidants (Mou, 2008). Chemical fertilizers and pesticides are commonly employed in lettuce cultivation to achieve higher crop yields (Subbarao et al., 2017). However, the use of chemical fertilizers and pesticides can lead to environmental pollution and affect human and animal health (Savci, 2012). Therefore, environmental-friendly alternatives for synthetic fertilizer and pesticides are recommended for sustainable agriculture (Kumar, 2012; Chen et al., 2018).

Chitin has drawn much attention in the past few decades, not only for its use as environmental-friendly fertilizer, but also because of its plant defense-promoting effect on various plants (Muymas et al., 2015; Debode et al., 2016; Shamshina et al., 2020; De Tender et al., 2021). Chitin is the second most abundant polysaccharide on earth, after cellulose. It is found in various organisms, including the exoskeletons of arthropods, cell walls of fungi, and the spines of diatoms (Sharp, 2013). Chitin acts as a fertilizer in soil by biodegrading into ammonia, which also supports the growth of specific microorganisms (Dahiya et al., 2006). Biodegradation is achieved by bacterial chitinases, enzymes that degrade chitin: endochitinases, exochitinases, and β-*N*-acetylhexosaminidases (Andronopoulou and Vorgias, 2004). Endochitinases break down the polymer chain by hydrolyzing random bonds to produce oligomers, which are further degraded. Exochitinase, on the other hand, releases diacetylchitobiose units at the polymer ends, while β-*N*-acetylhexosaminidases produce *N*-acetylglucosamine monomers from oligomers (Velásquez and Pirela, 2016). After this process, chitin breaks down into ammonia, which can be assimilated by plants.

In agriculture, chitin and its deacetylated derivative chitosan were applied as soil amendment or seed/foliar spray, to improve crop productivity and protection against pathogens (Malerba and Cerana, 2019). Previous studies have suggested that chitin soil amendment could increase plant growth promoting rhizobacteria (PGPR) and fungi (PGPF), and that the stimulation of PGPR and PGPF could act antagonistically against plant pathogens or directly promote plant growth (De Tender et al., 2019). Chitin and its fragments (i.e., chitin oligosaccharides) are also general elicitors known as microbe- or pathogen-associated molecular patterns (MAMPs or PAMPs, respectively) that can be recognized by plant cell-surface localized pattern recognition receptors (PRRs), and subsequently induce pattern-triggered immunity (PTI) (Iriti and Faoro, 2009; Newman et al., 2013). Such defense responses include the production of reactive oxygen species (ROS), as well as biosynthesis of pathogenesis-related (PR) proteins and other antimicrobial compounds (Newman et al., 2013). In *Arabidopsis thaliana*, the cell surface receptor AtLYK5 is the primary receptor for chitin, which forms a chitin-induced complex with AtCERK1 to induce plant immunity (Cao et al., 2014). In this study, we further investigate chitin’s effect as soil amendment, focusing on the growth promotion through monitoring plant physiology and gene expression using both RNA-sequencing (RNA-Seq) and metabolomics analysis. Lettuce growth was monitored every two weeks during its whole growth period of eight weeks. Leaf number, chlorophyll content, flavonoids content and crop weight were measured. RNA-Seq of roots sampled at 72 hours post‐transplanting (hpt) into chitin-amended soil was performed to reveal the early reaction of lettuce roots to chitin treatment. Additionally, metabolomic analyses were done to investigate changes on a metabolomic level after seven days.

## 2 Materials and methods

### 2.1 Soil and lettuce seedling preparation

Chitin flakes obtained from crab shell were purchased from BioLog Heppe GmbH (lot: 40201609; Landsberg, Germany). Peat-based potting soil (Saniflor, Beroepspotgrond, NPK 12-14-24) was purchased from local gardening stores (AVEVE Lammens, Wetteren, Belgium). Potting soil without chitin addition was used directly as control (PS). Chitin-amended soil was potting soil mixed with 2 g L^-1^ chitin (PS+CH). Both treatments were wetted with ground water to reach 40% water filled pore space (WFPS) and incubated in a closed bag in the greenhouse for one week before using.

Lettuce seedlings were germinated from pelletized butterhead lettuce seeds (*L. sativa* L. var. capitata ‘Alexandria’) obtained from Rijk Zwaan Distribution B.V. (De Lier, the Netherlands). First, peat-based sowing soil (Saniflor, Potground voor zaaien en stekken) was used to fill 77-well germination trays, then, one pelleted seed was gently pressed down with tweezers in the center of each well and covered with another thin layer of sowing soil. Every two days the soil was watered to 40% WFPS. Seedlings were transplanted at three to four true leaf stage in 1.3 L pots filled with 1 L potting soil, with or without chitin addition, and grown in the greenhouse at ILVO. Temperature, humidity, photoperiod and light intensity were not strictly controlled and fluctuated along the local weather (Belgium, January – March 2021).

### 2.2 Lettuce physiology measurement

Seedlings of three to four true leaves stage (3-week-old) were transplanted into 1.3 L pots filled with 1 L potting soil. The soil moisture was adjusted to 40% WFPS every week. Chlorophyll and flavonoids content was measured using the Dualex leaf clip sensor (Goulas et al., 2004). Number of leaves was counted every two weeks post-transplanting (wpt). Lettuce heads were harvested and weighed at 8 wpt. Dry weight was measured after drying the fresh head at 60°C for three days.

### 2.3 RNA extraction and gene expression analysis

Lettuce roots and leaves for both treatments (PS, PS+CH) were sampled at 72 hpt. Per treatment five replicates were measured. Each replicate was a pool consisting of five randomly selected plants. In total 25 plants were measured per treatment. Roots and leaves were washed to remove soil, dried on tissue, then flash frozen in liquid nitrogen and stored at -80°C before further use. Total RNA was extracted using the CTAB method as described in detail by Luypaert et al. (2017). Contaminating DNA was removed using DNA-*free* DNA removal kit (AM1906, Invitrogen; Thermo Fisher Scientific, Inc., Waltham, USA, Massachusetts) according to the manufacturer’s protocol.

To study the overall transcriptional reprogramming in lettuce upon chitin treatment, in total five RNA samples per treatment sampled at 72 hpt were shipped to BGI Tech Solutions Co. Ltd. (Hong Kong, China) for cDNA synthesis, library preparation, and sequencing. Strand specific mRNA sequencing was performed on a DNBSEQ platform (MGI Tech Co., Ltd, Shenzen, China). Sequence reads quality of the raw files obtained from BGI was assessed using FastQC v0.11.9 (Andrew, 2015). Reads were then aligned with STAR v2.7.10 (Dobin et al., 2013) against the genome of *L. sativa* cv. ‘Salinas’. The genome version for the *fasta* and the *gtf* file was v7 downloaded from https://www.ncbi.nlm.nih.gov/assembly/GCF_002870075.2. The alignment quality was checked with Qualimap v2.2.1 (Okonechnikov et al., 2015). All steps were carried out on the high-performance computer (HPC) Earth cluster of the School for Life Sciences and Facility Management at ZHAW.

Read counting was performed using featureCounts v2.0.1 (Liao et al., 2014). To analyze the different gene expression the featureCounts output was analyzed with R v4.2.1 (Team, 2020) using the DESeq2 package v1.30.1 (Love et al, 2014) in RStudio v1.3.959 (RStudio Team, 2019). As a log_2_-fold change threshold one was used, the adjusted *p*-value was set to 0.05. A statistical overrepresentation test was performed using PANTHER v17.0 (www.pantherdb.org; Mi et al., 2019) by applying Fisher’s exact test and correction for false discovery rate (FDR). Filtering and visualizing of the output were performed according to Bonnot et al., (2019). An enrichment analysis of the Kyoto Encyclopedia of Genes and Genomes (KEGG, release 103) pathways was conducted using clusterProfiler v4.4.4 (Wu et al., 2021). The cut off was set to a *p*-value of 0.05. Pathway visualization was performed using R v4.2.1 (Team, 2020) and RStudio 1.3.959 (RStudio Team, 2019). First an organism package was created using AnnotationForge v1.36.0 (Carlson and Pagès 2023). The mapping against the KEGG pathways was performed with the pathview R package v1.36.0 (Luo and Brouwer, 2013).

In addition, the expression of several known defense related genes in lettuce and DEGs selected from RNA-Seq analysis were studied by RT-qPCR (described in detail in **Supplementary Text S1**), using the method described previously (De Keyser et al., 2020).

### 2.4 Phenolic compounds analysis

For determination of PCs, seedlings were transplanted in 0.9 L pots. Roots and leaves were sampled at 1 wpt. To collect enough material, 25 plants from the same treatment were randomly selected and pooled as one biological replicate. In total four bio-replicates per treatment were assayed. Leaf and root tissues were grinded immediately after sampling to a fine powder with liquid nitrogen using mortar and pestle, then freeze-dried and sealed in a vacuumed bag until further use. PCs were extracted following an in-house developed two-step extraction protocol using methanol (De Paepe et al., 2014; Kips et al., 2017). For each sample, 500 mg of freeze-dried tissue powder was weighed and transferred to a 50-mL tube and 50 µL internal standard (daidzin, 100ng µL^-1^) was added. To extract the PCs, 10 mL pure methanol was added, vortexed for 1 min, then sonicated using Elma Transsonic digitial S (Elma Schmidbauer GmbH, Germany) at 40 kHz for 15 min. The suspension was centrifuged at 3,000 *g* for 5 min, the obtained supernatant was transferred to a new glass tube and stored at 4°C. The second extraction was done following the same procedure using 20% (*v*/*v*) methanol. For samples that weighed less than 500 mg, the volume of internal standard (or extraction solvents) was adapted according to the sample weight to internal standard (or solvent) volume ratio. The two-step extractions were collected in the same tube for each sample and filtered with 0.22 µm PVDF syringe filter. Samples were analyzed with both, targeted approach using liquid chromatography with tandem mass spectrometry (LC-MS/MS) and untargeted approach using liquid chromatography-high resolution mass spectrometry (LC-HRMS).

For LC-MS/MS analysis 5 µL of the final extract was injected onto an Acquity UPLC BEH Shield RP18 column (2.1 × 150 mm; 1.7 µm) and analyzed using an Acquity Ultra Performance liquid chromatograph (Waters, Milford, MA, USA) coupled to a Xevo TQ-XS mass spectrometer (Waters) operated in negative electrospray. Details of the used LC mass spectrometric method are described by Kips et al. (2017). Quantification was done using external calibration curves. Data recording was done in MRM-mode by MassLynx v4.1 while the integration was performed with TargetLynx v4.1 (Waters).

The same extracts were also analyzed by LC-HRMS (Synapt G2-S, Waters) with an untargeted approach in both positive and negative electrospray. Data recording was done in a data independent mode (MSe-mode) using Masslynx. For quality control purposes a mixture of equally amounts of all obtained extracts of either leaves or roots (QC) were made and analyzed throughout the run. All samples were randomized prior to LC-HRMS analysis. For data processing Progenesis Qi v2.4.6911.27652 (Waters) was used to perform peak picking, sample alignment, deconvolution, and principal component analysis (PCA) to assess the interrelations between chitin-treated and untreated samples.

## 3 Results

### 3.1 Measurements of physiological parameters

Two and four weeks after transplanting, no significant difference in number of leaves or chlorophyll content was noticed for the chitin-treated lettuce plants, except that at 2 wpt the flavonoids content was increased compared to the control plants. At 6 and 8 wpt, chitin-treated plants showed a significant increase in growth, with more leaves and higher chlorophyll content. By the end of the eight-week growth period, the chitin-treated lettuce plants had 89.5% more fresh weight and 61.2% more dry weight compared to the control plants (*p*< 0.05). For the chitin-treated lettuce, it appeared that past the heading stage the growth was promoted whereas the flavonoids content was decreased (**Table 1**).

**Table 1:** Overview of the physiological parameters measured every two weeks post‐transplanting (wpt) for lettuce plants in chitin-amended potting soil (PS+CH) and in non-treated potting soil as control (PS).

Measurement	PS	PS+CH	Weeks post-transplanting	*p*-value
Flavonoid content^*^	0.14 ± 0.01	0.15 ± 0.01	2	**0.02**
	0.25 ± 0.02	0.23 ± 0.01	4	0.33
	0.52 ± 0.07	0.38 ± 0.04	6	**< 0.01**
	0.81 ± 0.14	0.58 ± 0.08	8	**0.01**
Chlorophyll content (µg·cm^-2^)	11.01 ± 0.45	10.85 ± 0.68	2	0.66
	15.49 ± 0.33	15.75 ± 0.72	4	0.50
	16.77 ± 1.34	19.68 ± 0.50	6	**< 0.01**
	10.20 ± 2.65	14.65 ± 0.49	8	**0.03**
Leaf number	10.00 ± 0.58	9.83 ± 1.07	2	0.77
	24.50 ± 1.26	25.83 ± 2.11	4	0.26
	39.00 ± 3.42	47.00 ± 1.91	6	**< 0.01**
	51.80 ± 2.64	60.00 ± 3.52	8	**0.01**
Fresh weight (g)	74.85 ± 7.81	141.86 ± 6.12	8	**< 0.01**
Dry weight (g)	9.37 ± 0.95	15.10 ± 3.42	8	**0.03**

*: Flavonoids content was given in relative absorbance units, by analyzing the screening effect of flavonoids on chlorophyll fluorescence, thus has no unit.

The different measured parameters are in the first column. Columns two and three show the different treatment groups. Column four indicates the time of measurement. The last column shows the *p*-value of the *t*-test between the two treatment groups for the corresponding measurement. Significant differences (*p* < 0.05) are marked in bold. For each measurement, *n* = 6.

### 3.2 Gene ontology enrichment

In total, 321 genes showed significantly different expression levels in roots from the chitin-treated plants compared to the control plants (log_2_-fold change ≥ 1 or ≤ -1, FDR< 0.05) (**Supplementary Table S1**). 

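RNA-Seq of roots compared 5 pools of chitin-treated plants (PS+CH, potting soil with 2 g chitin per L) with 5 pools of control plants (PS) at 72 hpt, each pool holding the roots of 5 plants. The authors aligned the reads with STAR to the genome of L. sativa cv. 'Salinas', counted them per gene with featureCounts and deposited the read counts without normalization. The counts covered 38293 genes, of which 28458 had at least 1 count in the 10 root libraries. Total counts per library ranged from 17644457 to 18212943 in PS, with a median of 17857607, and from 17624520 to 18545790 in PS+CH, with a median of 18287366. At this depth, 3 counts in a library corresponded to 0.157 to 0.173 CPM (TMM-scaled counts relative to library size), which was taken as the lowest expression that could be told from 0; this floor covers counting error only. Counts were scaled by TMM factors, which lay between 1.01 and 1.08 in PS and between 0.949 and 0.986 in PS+CH. Genes with too few counts were left out with edgeR's filterByExpr, which kept 21936 genes. The treatments were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DEGs were taken at the thresholds stated in the paper. The paper itself used DESeq2, which was run as an alternative.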

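Among the 21936 genes tested, 4065 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 728 of these also had a log2-fold change of at least 1 or at most -1. The count depended most on how the log2-fold change threshold was applied. No gene passed when the test itself was made against a log2-fold change of 1, a test in which 322 genes had an unadjusted p-value under 0.05. Pools of both treatments carried the replicate numbers 1 to 5. The deviations of same-numbered pools from the means of their treatments had a mean correlation of 0.258, which 4 of the 120 possible pairings reached (exact permutation test, one-sided, p = 0.0333). With the replicate number as a block, 902 genes were DEGs, 699 of them shared with the fit without the block. The codes in the sample descriptions number the pools differently, and with the 4 numbers that both treatments share there as a block over 8 libraries, 0 genes were DEGs, while 5696 had an unadjusted p-value under 0.05. For these numbers the mean correlation of deviations was -0.134. The files do not pair the gene identifiers with names beyond those in the tables of the paper. Among DEGs in which every PS+CH pool lay beyond every PS pool, LSAT_4X134761 and LSAT_8X42980 had the largest increases. Both had a log2-fold change of 1.76 (standard errors 0.36 and 0.33). The largest decreases were those of LSAT_9X106200, with a log2-fold change of -3.11 (standard error 0.55), and LSAT_4X116280, with a log2-fold change of -2.52 (standard error 0.50). The paper takes the genes past its thresholds as the response of the roots to chitin and carries them into the tests for GO terms and KEGG pathways.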

Of these differentially expressed genes (DEGs), 214 were lower expressed upon chitin treatment and 107 had a higher expression level. However, a number of these genes had rather low read counts, therefore they were not verified using RT-qPCR (**Supplementary Text S1**). 

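Of the DEGs in the deposited counts, 643 were lower expressed in PS+CH and 85 were higher expressed, so that 88.3% were lower. PS replicate 3 was the highest pool in 544 of the 643. Without this pool, 330 lower and 45 higher expressed genes were called, a share of 88% lower. A block by replicate number gave 767 lower and 135 higher expressed genes. With library size as the only scaling, 840 were lower and 56 higher expressed. Over all 21936 tested genes, whether DEGs or not, the 5 PS+CH pools were all below the 5 PS pools in CPM for 1540 genes (7.02%) and all above them for 1545 genes (7.04%), where chance gives 0.397% in each direction. The median size of the log2-fold change was 1.28 for the lower and 1.13 for the higher expressed genes.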

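In the 10 root libraries, the mean read count per library of the genes in Supplementary Table 1 had a median of 19.3 among the 107 higher expressed genes and of 145 among the 214 lower expressed genes. A mean under 10 counts was found for 35 of the higher and 4 of the lower expressed genes. The filter on low counts left 53 of the higher and 4 of the lower expressed genes untested.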

A Gene Ontology (GO) overrepresentation test, for biological processes, of the higher expressed genes showed an enrichment of five GO terms, namely plastid organization (GO: 0009657), response to light stimulus (GO: 0009416), pigment biosynthetic process (GO: 0046148), pigment metabolic process (GO: 0042440) and photosynthesis (GO: 0015979) (**Figure 1A**). The strongest enrichment for the higher expressed genes was for the photosynthesis which contained 14 genes and showed a log_2_-fold enrichment of 21.4. The GOs for pigment metabolic processes and pigment biosynthetic process were the second and third strongest enriched terms with a log_2_-fold change of 20.1 and 18.6, respectively. Both however contained less genes (five and four genes, correspondingly) than the photosynthesis category. Response to light stimulus and plastid organization showed a log_2_-fold enrichment of 14.0 and 10.9, respectively. Lower expressed genes were enriched in secondary metabolic processes (GO: 0019748) and phenylpropanoid metabolic process (GO:0009698), with log_2_-fold enrichment of 10.3 and 9.7 (**Figure 1B**). In lettuce leaves, 15 genes showed significant different expression levels (**Supplementary Table S2**). The GO enrichment did not show any biological process that was over-represented.

**Figure 1:**
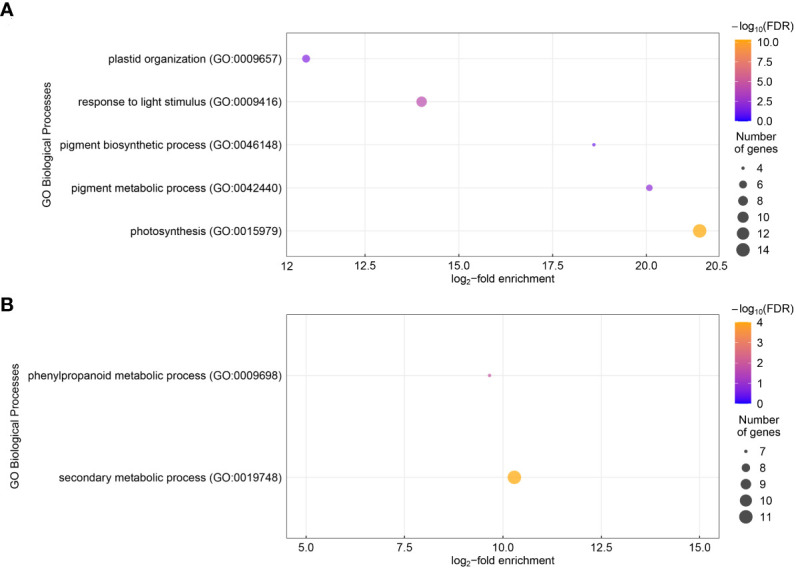
Gene Ontology (GO) biological processes enrichment of the differentially expressed genes (DEGs) for lettuce plants grown in chitin-amended soil in comparison to non-treated control plants. The log_2_-fold enrichment of GO biological processes are displayed for the upregulated genes **(A)** and the downregulated genes **(B)** in chitin-treated lettuce plants. The color of the dots shows the -log_10_ of the false detection rate (FDR). The dot size is proportional to the gene number for each GO category.

### 3.3 KEGG pathway enrichment

The KEGG enrichment for the stronger expressed genes in the roots of the chitin-treated plants showed four pathways which were enriched (**Table 2**). The photosynthesis pathway lsv00195 was the one with the highest significance. Related to the photosynthesis, the pathway for the photosynthesis antenna proteins lsv00196 was also enriched. The porphyrin metabolism lsv00860 also showed a significant enrichment for the chitin-treated plants. The only pathway which was enriched independent of the photosynthesis was the flavonoid pathway lsv00941. In total seven pathways were enriched in the downregulated gene set (**Table 2**). The only pathway that was also present in the GO and KEGG enrichment for the downregulated genes was the phenylpropanoid biosynthesis lsv00940. For lettuce leaves, no KEGG pathway was enriched.

**Table 2:** Enriched KEGG pathways for the up- and downregulated gene sets observed for the lettuce plants in chitin-amended potting soil (PS+CH) in comparison to non-treated control plants (PS).

Gene set	KEGG pathway	Description	Adjusted *p*-value
Upregulated	lsv00195	Photosynthesis	< 0.01
	lsv00941	Flavonoid biosynthesis	< 0.01
	lsv00860	Porphyrin metabolism	< 0.01
	lsv00196	Photosynthesis - antenna proteins	0.04
Downregulated	lsv00073	Cutin, suberine and wax biosynthesis	< 0.01
	lsv00950	Isoquinoline alkaloid biosynthesis	< 0.01
	lsv02010	ABC transporters	< 0.01
	lsv00071	Fatty acid degradation	< 0.01
	lsv04146	Peroxisome	< 0.01
	lsv00940	Phenylpropanoid biosynthesis	< 0.01
	lsv00350	Tyrosine metabolism	< 0.01

The first column on the left contains the two different gene sets. The second and third column show the pathway abbreviation from KEGG and the corresponding pathway name. The last column displays the adjusted *p*-value of the KEGG enrichment.

### 3.4 Pathway visualization

Since the phenylpropanoid pathway was present in the GO and KEGG enrichment, this pathway was further investigated and visualized. Next to the phenylpropanoid pathway also the downstream flavonoid pathway and the photosynthesis pathway were considered in the RNA-Seq analysis of roots. Significant DEGs were mapped against the pathways and visualized. The visualization of the phenylpropanoid biosynthesis pathway shows that all mapped genes that were significantly downregulated mapped to the KEGG ontology 1.11.17 (**Supplementary Figure S1**). Genes mapped to this KEGG ontology were all downregulated peroxidases, connecting the phenylpropanoid pathway to the lignin pathway (**Table 3**). 

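Of the peroxidases in Table 3, 3 were assigned to a locus tag, Peroxidase 12 and LSAT_8X37660 through their names in Supplementary Table 5 and LSAT_3X105460 through its printed log2-fold change. Peroxidase 12 (LSAT_6X101780) had a log2-fold change of -1.59 (standard error 0.23, adjusted p = 0.00662, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes for Peroxidase 11 had log2-fold changes of -1.97 (LSAT_3X105460, standard error 0.27, adjusted p = 0.00647) and -1.96 (LSAT_8X37660, standard error 0.23, adjusted p = 0.00406) in the same test with Benjamini-Hochberg adjustment. These log2-fold changes were -1.55, -1.95 and -1.96 with the replicate number as a block, and each gene was again a DEG. For all 3 genes, every PS+CH pool was lower than every PS pool (exact permutation test of log2 CPM, two-sided, p = 0.00794, the smallest that 5 pools against 5 allow). The other 3 peroxidases could not be assigned to 1 locus tag, since they have no such name and several genes share their printed log2-fold change. Among the genes that could be Peroxidase 51, 4 of 4 were DEGs, as were 11 of 11 for Peroxidase 4 and 2 of 3 for Peroxidase P7. These candidates were taken from the paper's own list, where 203 of the 210 tested lower expressed genes were DEGs here. Their counts therefore cannot tell anything about these 3 peroxidases in particular. Peroxidases are a large gene family, and the paper's text does not state how reads matching several genes were counted.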

The mapped genes act further downstream the phenylpropanoid pathway connecting it to the lignin pathway. The downstream flavonoid pathway analysis reports a different situation (**Supplementary Figure S2**). In contrast to the upstream phenylpropanoid pathway, which showed a lower expression than the control group, the flavonoid biosynthesis shows indeed a higher expression than the non-chitin-treated group. 

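The filter on low counts kept 2 of the 5 flavonoid biosynthesis genes of Table 3, a chalcone isomerase-like protein 2 and a flavonoid 3'-monooxygenase, and 1 was a DEG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the filter 4 of the 5 were DEGs, and with the replicate number as a block both tested genes were. Each of the 5 genes had its highest CPM in PS+CH replicate 2.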

A total of five DEGs mapped to the flavonoid biosynthesis pathway, and all were upregulated (**Table 3**). The mapped genes included two that encode different chalcone synthases (NCBI Gene ID 111882072 and NCBI Gene ID 111883451, log_2_-fold change 6.86 and 4.69, respectively), which were mapped to the KEGG ontology 2.3.1.74 and mark the connection between the phenylpropanoid biosynthesis and the flavonoid biosynthesis. 

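The chalcone synthase J gene (LSAT_2X42860) had 0 counts in each of the 5 PS pools. In PS+CH it had 287, 55 and 39 counts in replicates 2, 3 and 5, and 0 counts in replicates 1 and 4. Its mean of 4.28 ± 6.70 CPM (SD, n = 5) in PS+CH was at least 26.3-fold higher than the floor in PS. The log2 of this lower bound was 4.72, and it fell to 3.05 without PS+CH replicate 2. An exact permutation test of log2 CPM (two-sided) gave p = 0.167, the smallest it can give with counts in only 3 pools, so it could not pass. Too few pools had counts for the filter to keep the gene; without the filter, its adjusted p was 0.0414 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other chalcone synthase gene (LSAT_2X76880) had at most 6 counts in a PS pool. In PS+CH it had 2, 235, 31, 0 and 86 counts in replicates 1 to 5. The mean was 3.98 ± 5.47 CPM (SD, n = 5) in PS+CH and 0.119 ± 0.136 CPM (SD, n = 5) in PS (exact permutation test of log2 CPM, two-sided, p = 0.119). Its log2-fold change without the filter was 4.98 (standard error 1.29, adjusted p = 0.0289, the same edgeR test with Benjamini-Hochberg adjustment). The fit with the replicate number as a block used the same filter and left out both genes. Both belong to a multigene family whose reads the counting could have split.

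**Figure D1:**
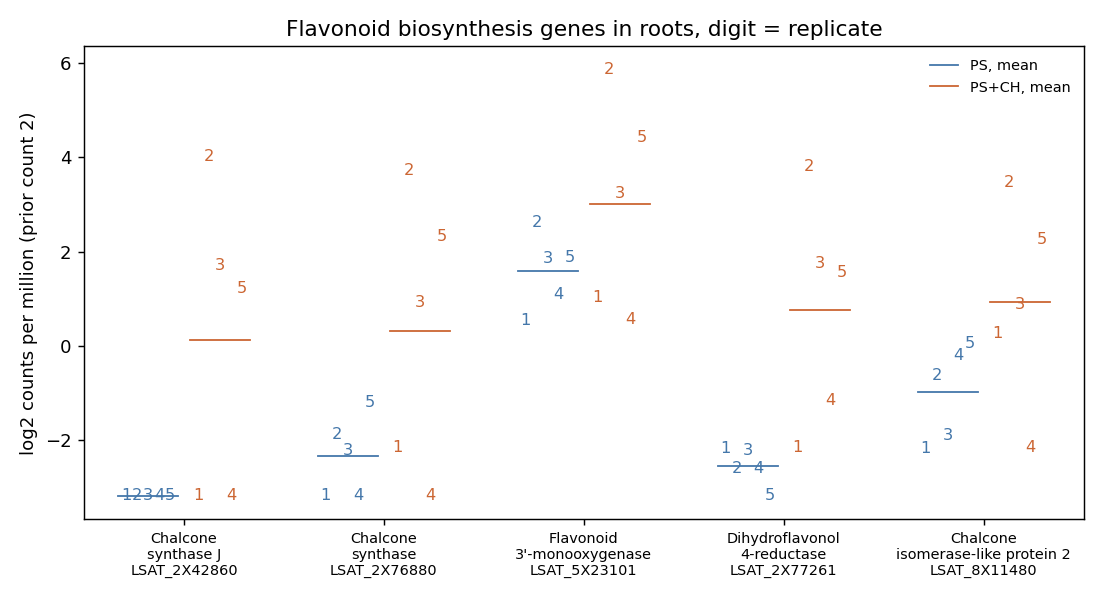
Expression of the 5 flavonoid biosynthesis genes of Table 3 in roots, in log2 CPM with a prior count of 2; each digit is the replicate number of 1 pool, in blue for PS and in orange for PS+CH, and lines are means of 5 pools. PS+CH replicate 2 is the highest pool for all 5 genes, and PS+CH replicates 1 and 4 lie near the PS pools.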

The gene encoding the chalcone synthase 11882072 showed the highest log_2_-fold change of all mapped genes. 

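The dihydroflavonol 4-reductase gene (LSAT_2X77261) had at most 2 counts in any PS pool. In PS+CH replicates 1 to 5 it had 2, 247, 56, 6 and 50 counts. The mean of 4.06 ± 5.61 CPM (SD, n = 5) in PS+CH was at least 24.9-fold higher than the floor in PS. The log2 of this lower bound was 4.64, and it fell to 3.33 without PS+CH replicate 2. PS+CH replicate 1 and the highest PS pools each had 2 counts, under the floor, so that only the scaling orders them. The difference in log2 CPM had p = 0.00794 with TMM factors and p = 0.0238 with library size as the only scaling (exact permutation tests, two-sided), and with the latter 4 of the 5 PS+CH pools were above every PS pool. The filter on low counts left the gene out with and without the replicate block; without the filter, its adjusted p was 0.0133 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).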

The gene with the second highest log_2_-fold change (5.019) encodes a dihydroflavonol 4- reductase (NCBI gene ID 111897350) that is needed to produce fustin. Further DEG encoded a chalcone isomerase-like protein 2 (NCBI Gene ID 111919658) and a flavonoid 3’-monooxygenase (NCBI Gene ID 111891078). 

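The gene for the chalcone isomerase-like protein 2 (LSAT_8X11480) had a log2-fold change of 2.88 (standard error 0.90, adjusted p = 0.0447, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean was 3.71 ± 4.41 CPM (SD, n = 5) in PS+CH and 0.500 ± 0.360 CPM (SD, n = 5) in PS, and 4 of the 5 PS+CH pools were above every PS pool (exact permutation test of log2 CPM, two-sided, p = 0.103). With each pool left out in turn, its log2-fold change stayed between 1.91 and 3.22 and its adjusted p was under 0.05 in 2 of the 10 fits. The flavonoid 3'-monooxygenase gene (LSAT_5X23101) had a log2-fold change of 2.48 (standard error 0.86, adjusted p = 0.0619, the same edgeR test with Benjamini-Hochberg adjustment). Its mean was 18.3 ± 23.4 CPM (SD, n = 5) in PS+CH and 3.29 ± 1.81 CPM (SD, n = 5) in PS, and 3 of the 5 PS+CH pools were above every PS pool (exact permutation test of log2 CPM, two-sided, p = 0.230). With the replicate number as a block, the log2-fold changes were 2.44 (adjusted p = 0.0357) and 1.81 (adjusted p = 0.0206) in the same edgeR test with Benjamini-Hochberg adjustment.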

In total seven of the higher expressed genes in the chitin-treated group were mapped to the KEGG ontology of the lsv00195 pathway for photosynthesis (**Supplementary Figure S3**). 

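The reads of the 7 photosynthesis genes of Table 3 summed to 5.11 ± 4.31 CPM (SD, n = 5) in PS and 18.4 ± 18.1 CPM (SD, n = 5) in PS+CH. PS+CH replicate 2 had 49.6 CPM, PS replicate 4 had 12.7 CPM and PS+CH replicate 4 had 2.90 CPM. The difference of 1.60 in the log2 of the sum had p = 0.0952 (exact permutation test, two-sided), above 0.05. The filter on low counts kept 6 of the genes. All 6 had a higher mean in PS+CH, with unadjusted p-values under 0.05 and adjusted p-values from 0.0602 to 0.125 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 0 were DEGs. With the replicate number as a block, the adjusted p-values ran from 0.0642 to 0.191 in the same edgeR test with Benjamini-Hochberg adjustment. Adjusted over the 11 tested genes of Table 3 and MYB111 alone, all 6 had values under 0.05; the list consists of the paper's own calls on these data. Across the 10 fits that each left out 1 pool, 4 of the 7 genes were DEGs without PS replicate 4, 3 without PS+CH replicate 4 and 0 in the other 8 fits. Without PS+CH replicate 2, the log2-fold changes of LSAT_1X35241, LSAT_9X12001, LSAT_5X186721 and LSAT_6X35480 were 0.46, 0.74, 0.94 and 0.97, all under the threshold. Those of LSAT_8X98481 and LSAT_3X73300 were 1.48 and 1.52. LSAT_5X181161 was not tested in that fit, and the log2 of the ratio of its mean CPM was 1.29. Locus tags were assigned through the log2-fold change that the paper prints, for 5 of the 7 together with the chromosome of the NCBI gene.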

Three genes encode proteins belonging to the photosystem I while three genes encode proteins belonging to the photosystem II. 

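For photosystem I, the log2-fold change was 1.54 (standard error 0.68) for subunit IV A (LSAT_9X12001), 1.33 (standard error 0.55) for subunit VI (LSAT_1X35241) and 2.31 (standard error 1.01) for subunit XI (LSAT_8X98481). For photosystem II, it was 1.75 (standard error 0.72) for the 22 kDa protein (LSAT_6X35480) and 1.68 (standard error 0.58) for the reaction center W protein (LSAT_5X186721). PSB28 (LSAT_5X181161) was left out by the filter on low counts and had a log2-fold change of 1.95 (standard error 0.73) without it. PSB28 was the only gene of these 6 with a difference in log2 CPM at p under 0.05 (exact permutation test, two-sided, p = 0.0317). It did not pass after Benjamini-Hochberg adjustment of the permutation p-values over the 16 genes of Table 3 and MYB111 (adjusted p = 0.102).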

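The gene for the leaf-type ferredoxin-NADP reductase (LSAT_3X73300) had 0.629 ± 0.759 CPM (SD, n = 5) in PS and 3.29 ± 3.55 CPM (SD, n = 5) in PS+CH. Its log2-fold change was 2.37 (standard error 0.88, adjusted p = 0.0767, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.26 with the replicate number as a block. Of the 5 PS+CH pools, 2 were above every PS pool (exact permutation test of log2 CPM, two-sided, p = 0.127).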

The last gene was a ferredoxin-NADP^+^ reductase-encoding gene (NCBI Gene ID 111897632) (**Table 3**).

**Table 3:** Overview of three KEGG pathways and the mapped differently expressed genes (DEG) in chitin-treated lettuce plants (PS+CH) in comparison to untreated control plants (PS).

Pathway	NCBI gene ID	Description	log_2_-fold change
Phenylpropanoid	111877700	Peroxidase 51	-1.18
	111878787	Peroxidase 4	-1.02
	111891404	Peroxidase 12	-1.44
	111894964	Peroxidase 11	-1.63
	111910447	Peroxidase 11	-1.72
	111919669	Peroxidase P7	-1.39
Flavonoid	111882072	Chalcone synthase J	6.86
	111883451	Chalcone synthase	4.69
	111891078	Flavonoid 3’-monooxygenase	1.52
	111897350	Dihydroflavonol 4-reductase	5.02
	111919658	Chalcone isomerase-like protein 2	1.74
Photosynthesis	111881229	Photosystem I reaction center subunit IV A, chloroplastic	1.04
	111897400	Photosystem II 22 kDa protein, chloroplastic	1.13
	111897632	Ferredoxin–NADP reductase, leaf-type isozyme, chloroplastic	1.44
	111909181	Photosystem I reaction center subunit VI, chloroplastic	1.07
	111912546	Photosystem II reaction center PSB28 protein, chloroplastic	1.59
	111915097	Photosystem II reaction center W protein, chloroplastic	1.18
	111918291	Photosystem I reaction center subunit XI, chloroplastic	1.12

The first column represents the different pathways. In the second and third column the NCBI gene ID and the description of the genes are shown. The last column displays the log_2_-fold change of the gene expression of PS+CH compared to PS.

### 3.5 Phenolic compounds analysis

The targeted approach using LC-MS/MS detected 19 and 16 PCs in lettuce leaves and roots, respectively (**Table 4**). In roots, for example, the amount of salicylic acid and chlorogenic acid was significantly higher for the chitin-treated plants than roots of the control plants (**Table 4**). In the leaves, the concentration of salicylic acid (SA), *p*-coumaric acid (*p*-CA) and ferulic acid (FA) was higher for the chitin-treated plants, while the concentration of cynaroside was higher in control plants (**Table 4**).

**Table 4:** Phenolic compounds (mg kg^-1^ ± sd %) determined using LC-MS for chitin-treated lettuce plants (PS+CH) and for untreated control plants (PS).

Phenolic compounds		Leaf		Root	
		PS	PS+CH	PS	CH
Phenolic acid	Salicylic acid*	0.22 ± 2.51%	0.35 ± 16.92%	1.24 ± 26.69%	2.77 ± 26.29%
	4-OH-phenylacetic acid	–	–	26.74 ± 19.77%	28.05 ± 16.67%
	Protocatechuic acid	0.32 ± 8.41%	0.31 ± 5.23%	6.91 ± 21.87%	6.15 ± 32.24%
	*p*-Coumaric acid^#^	0.11 ± 8.11%	0.16 ± 10.64%	0.50 ± 21.26%	0.51 ± 18.51%
	Caffeic acid	19.15 ± 9.03%	26.67 ± 19.30%	26.08 ± 27.99%	34.20 ± 12.16%
	Quinic acid	143.82 ± 8.59%	125.85 ± 8.19%	923.25 ± 37.37%	1,081.47 ± 21.24%
	Ferulic acid^#^	0.09 ± 7.34%	0.15 ± 17.44%	0.75 ± 17.66%	0.73 ± 14.13%
	Clorogenic acid^&^	1,509.19 ± 11.52%	1,400.58 ± 4.29%	3,047.58 ± 14.97%	4,115.31 ± 10.48%
	Chicoric acid	24,921.23 ± 27.37%	24,882.23 ± 5.02%	65,879.13 ± 16.80%	73,768.17 ± 15.84%
Flavonoids	Apigenin	0.01 ± 4.04%	–	0.005 ± 92.91%	0.01 ± 67.15%
	Naringenin	0.004 ± 19.69%	0.006 ± 22.24%	0.007 ± 88.18%	0.06 ± 83.58%
	Luteolin	0.11 ± 13.64%	0.10 ± 20.28%	0.17 ± 16.73%	0.17 ± 31.23%
	Quercetin	0.20 ± 14.14%	0.21 ± 31.80%	–	–
	Isorhamnetin	0.001 ± 22.11%	0.001 ± 35.52%	–	–
	Apigetrin	0.04 ± 15.52%	0.03 ± 15.71%	–	–
	Avicularin	0.02 ± 14.08%	0.01 ± 3.00%	0.04 ± 1.56%	–
	Phloridzin	0.05 ± 13.09%	0.04 ± 11.50%	0.36 ± 48.73%	0.39 ± 27.93%
	Cynaroside^#^	4.80 ± 11.89%	3.75 ± 11.26%	0.92 ± 28.21%	1.18 ± 45.01%
	Isoquercetin	6.97 ± 18.54%	6.00 ± 24.22%	26.10 ± 18.89%	28.72 ± 39.35%
	Quercetin-3-O-glucuronide	153.92 ± 5.60%	169.09 ± 10.53%	872.57 ± 31.43%	1,037.18 ± 27.68%
	Rutin	6.40 ± 19.07%	4.95 ± 7.39%	18.41 ± 30.58%	20.98 ± 35.67%

*: compounds significantly different in both and leaf. “-”: not detected. ^#^: compounds significantly different in leaf. ^&^: compounds significantly different in root.

Untargeted analysis using LC-HRMS in both positive ionization (ESIpos) and negative ionization (ESIneg) each detected 5,833 and 9,308 features in all samples. Profiles of both ESIpos and ESIneg showed clear difference between root and leaf samples. To further investigate the differences between treated and non-treated plants, root and leaf samples were processed separate from each other, and only those featured ions that showed a variation coefficient below 30% in their respective QC samples were kept for further analysis. Next a supervised pattern recognition technique (OPLS-DA) was used to maximize the differences between the chitin-treated and non-treated plants. Features which showed both the biggest and the most significant difference between the two treatments were selected for PCA plot construction. In total, 22 and 104 features in leaf and root, respectively, showed a clear difference upon chitin treatment in ESIpos whereas ESIneg showed 90 and 69 features, respectively (**Supplementary Figure S4**).

### 3.6 RT-qPCR

Among 38 target genes, 14 showed expression in all root samples, the rest were not analyzed due to the high quantification cycle (*C_q_*) values (>35), indicating low starting concentration of the target nucleic acids. Although not significant, most of these genes showed slightly higher expression in roots of chitin-treated plants in 72 hpt samples (**Supplementary Text S1**). These genes were found differentially expressed in RNA-Seq with log_2_Fold change< 1.

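Of the genes shown for roots in the RT-qPCR figure, 11 have a locus tag in Supplementary Table 5, and all 11 were tested in the RNA-Seq counts. The adjusted p-value was under 0.05 for 10 of them (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 reached a log2-fold change of 1 in size. The transcription factor bHLH137 (LSAT_4X83840) came closest, with a log2-fold change of 0.99 (standard error 0.18). Of the 11 genes, 10 were higher and 1 was lower expressed in PS+CH. In the fit with the replicate block, 10 again had an adjusted p-value under 0.05, and bHLH137 became a DEG with a log2-fold change of 1.01. The gene for the gibberellin-regulated protein 6 (LSAT_2X90361) had 186 ± 12.7 CPM (SD, n = 5) in PS+CH and 98.0 ± 32.4 CPM (SD, n = 5) in PS, a log2-fold change of 0.92 (standard error 0.19, adjusted p = 0.0135, the same edgeR test with Benjamini-Hochberg adjustment). Among the 31 primer targets with a locus tag, 20 were tested, 17 had an adjusted p-value under 0.05 and 5 were DEGs; adjusted over the list alone, 18 had a value under 0.05. With the block, 7 of the 31 were DEGs. By the paper's account, its RT-qPCR targets combined known defense genes with DEGs picked from its RNA-Seq. The numbers of targets that passed are therefore no independent evidence of a response.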

## 4 Discussion

Chitin as soil amendment promoting plant growth has been reported before (Muymas et al., 2015; Debode et al., 2016; Shamshina et al., 2020; De Tender et al., 2021). Our results showed that lettuce grown in crab chitin-amended soil gained almost 90% increase in fresh weight compared to the control, which is higher than reported previously (Debode et al., 2016). Also, the chlorophyll content and the number of leaves were significantly increased for the chitin-amended plants from 6 wpt onwards. Temperature, relative humidity and irradiance are all important factors affecting plant growth (Tibbitts and Bottenberg, 1976; Mortensen, 1986; Ahmed et al., 2020). In this study, instead of using a growth chamber with strictly controlled environmental conditions, we went one step further. We evaluated the effect of chitin soil treatment in the greenhouse, where environmental factors can fluctuate much like in commercial lettuce production greenhouses. Although the growth conditions were less controlled compared to previous studies, chitin’s growth promoting effect on lettuce was still significantly contrasted to non-treated plants. Thus, the growth promoting effect of chitin appears not to be dependent on strict environmental conditions of temperature, light or humidity.

De Tender et al. (2019) demonstrated that the addition of chitin in potting soil can lead to a higher availability of nitrogen i.e., $NO_{3}^{-}$ and $NH_{4}^{+}$ . This in turn can cause an activation of ammonium-oxidizers that will convert ammonium to $NO_{2}^{-}$ and $NO_{3}^{-}$ providing more nutrients to the plant. Chitin amendment also increases the abundance of PGPR and PGPF in the lettuce rhizosphere (Hallmann et al., 1999; Debode et al., 2016). Plants release a substantial fraction of their photo-assimilated carbon through their roots (Kaiser et al., 2015). Since chitin promotes chitin catabolic organisms, ammonium-oxidizers, PGPR and PGPF this could lead to a higher demand of photo-assimilated carbon and therefore to a higher cellular respiration in the roots. Aschan and Pfanz (2003) showed that roots can recycle CO_2_ released from cellular respiration, which might explain the increased transcription of photosynthesis related genes in lettuce roots in this study.

Three days after transplanting, lettuce grown in chitin-amended soil showed an upregulation of flavonoids biosynthesis genes in their roots. Genes that play an important role in flavonoids biosynthesis, such as different chalcone synthases showed a higher expression in chitin-treated plants compared to non-treated plants. Additionally, MYB111, a transcription factor found to regulate flavonoid biosynthesis in *A. thaliana*, was also higher expressed in chitin-treated plants compared to non-treated plants (log_2_-fold change >5, *p*_adj_ = 0.00003) (Li et al., 2019). 

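The MYB111 gene (LSAT_9X181) had 0 counts in all 5 PS pools and in PS+CH replicates 1 and 4. It had 72, 2 and 11 counts in PS+CH replicates 2, 3 and 5. The mean of 0.951 ± 1.73 CPM (SD, n = 5) in PS+CH was at least 5.84-fold higher than the floor in PS. This lower bound rested on PS+CH replicate 2, since its log2 was 2.55 with this pool and 0.18 without it. The filter on low counts left the gene out with and without the replicate block; without the filter, its adjusted p was 0.0700 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With counts in only 3 pools, the smallest p that the exact permutation test of log2 CPM (two-sided) can give is 0.167, which was its value.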

Similar findings were already made by Akiyama et al. (1994) who demonstrated that partially *N*-deacetylated chitin strongly induced antimicrobial flavonoid production in pea epicotyls. Further, it was shown in *A. thaliana* that the expression of MYB domain-containing transcription was induced upon chitin treatment (Libault et al., 2007). However, the early upregulation in the roots of these flavonoid biosynthesis related genes was not found in the leaves of chitin-treated lettuce. The increased flavonoid levels in the leaves at a later stage (2 wpt) suggests that there might be a lag in the upregulation of flavonoid biosynthesis in the leaves due to long‐distance signaling (Takahashi and Shinozaki, 2019), or that this pathway upregulation could be only root localized by the direct contact with chitin. In the latter scenario, flavonoids accumulation would first happen in roots, and then move over long distances to leaves (Buer et al., 2008). We tried to verify the expression levels of *MYB111* and the chalcone synthase gene by RT-qPCR. 

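The base mean, taken as the mean of counts scaled by DESeq2's size factors over the 10 root libraries, was 8.54 for MYB111 (LSAT_9X181). It was 38.4 for chalcone synthase J (LSAT_2X42860) and 36.7 for the other chalcone synthase gene (LSAT_2X76880). PS+CH replicate 2 had 4.02 CPM of MYB111, 16.0 CPM of chalcone synthase J and 13.1 CPM of the other chalcone synthase.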

Both genes had a low base mean in roots and consequently high *C_q_* values (>35). The expression of these genes in lettuce might be very low and sensitive to timing. The changes in expression over time can also be observed by the flavonoid levels in the leaves. Only at 2 wpt, the flavonoid levels in lettuce leaves were significantly higher in chitin-treated plants compared to non-treated plants. Already at 4 wpt, the flavonoid content in leaves of lettuce grown in chitin-amended soil was lower compared to the control group. The synthesis of flavonoids and lignin are two downstream bifurcations of the phenylpropanoid pathway. Kandel et al. (2022) observed that the lignin pathway is upregulated in lettuce roots 24 h after chitin application to the growing media. Especially the peroxidases connecting the phenylpropanoid pathway to the lignin pathway showed an increase in transcript levels. 

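In roots at 72 hpt, Peroxidase 12 (LSAT_6X101780) had 348 ± 128 CPM (SD, n = 5) in PS and 116 ± 24.7 CPM (SD, n = 5) in PS+CH. Peroxidase 11 had 7.50 ± 2.50 CPM (SD, n = 5) in PS and 1.91 ± 0.558 CPM (SD, n = 5) in PS+CH for LSAT_3X105460. For LSAT_8X37660, these values were 14.6 ± 3.72 CPM (SD, n = 5) and 3.77 ± 1.09 CPM (SD, n = 5). With each pool left out in turn, the log2-fold change stayed between -1.69 and -1.35 for Peroxidase 12, and all 3 genes were DEGs in each of the 10 fits.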

Our analysis showed that these peroxidases were downregulated 72 hpt in lettuce roots. It is known that in *A. thaliana* and *Medicago sativa* the downregulation of the lignin pathway leads to a change of flux towards the flavonoid pathway (Besseau et al., 2007; Gallego-Giraldo et al., 2011). These varying results suggest that chitin affects the regulation of the peroxidases at the end of the phenylpropanoid pathway, in a time sensitive manner. Upregulation or downregulation of these peroxidases leads to a change of flux towards the lignin or the flavonoid pathway, respectively.

To test if the detected transcriptional changes in lettuce correlate with changes in the compounds produced by the encoded enzymes, a metabolomics approach was followed. Since the upregulation of the flavonoid biosynthesis pathway was found three days after transplanting of seedlings, without knowing how fast lettuce accumulates relative metabolites, it was decided to use plants at 1 wpt. With the targeted approach using LC-MS, 21 out of 46 (**Supplementary Table S3**) reference compounds were found present in lettuce plants. PCs that showed significant difference in chitin-treated plants (SA, *p*-CA, chlorogenic acid and FA) are all phenolic acids, while all flavonoids detected showed relatively low concentrations and no significant difference with the control plants (PS). The detected flavonone that showed a significant difference between treated and non-treated plants was cymaroside, which was higher concentrated in the roots of untreated plants. Chlorogenic acid and *p*-CA were more abundantly detected in the roots of chitin-treated plants. Both compounds have been reported to have antifungal properties and are induced as defense response against fungal plant pathogens (Wojciechowska et al., 2014; Martínez et al., 2017; Islam et al., 2019; Yuan et al., 2019; Liu et al., 2020; Zhang et al., 2020). Since the fungal cell wall is mostly made up of chitin (Bowman and Free, 2006), it makes sense that chitin flakes would trigger the same response upon detection by the plant. The only targeted compound of the LC-MS analysis that showed a significant increase upon chitin treatment in both roots and leaves was SA. SA is a hormone that is essential for plant defense (Ding and Ding, 2020). It promotes local immune responses and plays an important role in the basal defense against (hemi-)biotrophic pathogens. It is also important for the establishment of systemic acquired resistance (Peng et al., 2021). SA is needed for PTI as well as for the effector-triggered immunity (Li et al., 2019). 

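Among the defense related genes with primers, PR1 (LSAT_5X111580) varied from 0 to 3.15 CPM between PS pools and from 0 to 3.46 CPM between PS+CH pools. Its log2-fold change was -0.14 (standard error 1.16, adjusted p = 0.943, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.15 with the replicate number as a block, smaller than the spread between pools. PR2 (LSAT_3X7981) was lower expressed in PS+CH, with 33.5 ± 5.46 CPM (SD, n = 5) against 52.5 ± 8.53 CPM (SD, n = 5) in PS and a log2-fold change of -0.65 (standard error 0.13, adjusted p = 0.0121, the same edgeR test with Benjamini-Hochberg adjustment). FLS2a (LSAT_4X152881) had a log2-fold change of 0.15 (standard error 0.10, adjusted p = 0.280 in that edgeR test with Benjamini-Hochberg adjustment). The gene for the PAMP-induced protein A70 (LSAT_8X87760) was higher expressed in PS+CH, with 32.4 ± 9.54 CPM (SD, n = 5) against 19.0 ± 4.51 CPM (SD, n = 5) in PS and a log2-fold change of 0.77 (standard error 0.20, adjusted p = 0.0254 in that edgeR test with Benjamini-Hochberg adjustment). With the replicate number as a block, the log2-fold changes of PR2 and of the PAMP-induced protein A70 were -0.65 and 0.76.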

Although we were not able to detect an upregulation of plant defense related genes, our results suggest that chitin soil amendment activates PTI in lettuce. Defense-related genes most likely were not detected due to the late sampling point (after three days). We were, however, able to detect higher levels of defense-associated metabolites in both leaf and root tissues, such as SA. Furthermore, SA is known to increase flavonoid production in lettuce (Moreno-Escamilla et al., 2020). This finding is congruent with our results of the flavonoid pathway being upregulated in the roots, higher flavonoid levels in the leaves within the first two weeks and higher levels of SA upon chitin treatment. At four weeks, the levels of flavonoids decreased in chitin-treated plants. This decrease may also indicate an earlier drop in SA levels. This short activation of plant defense upon chitin treatment indicates a defense priming effect, which is a low-cost defensive measure where plant defense responses are only slightly activated upon treatment but would enable plants to mount a faster and/or stronger defense response upon subsequent challenge (Mauch-Mani et al., 2017). For example, the overall gene expression in eight-weeks-old strawberry was not changed upon mere chitin amendment, however, when challenged with a fungal pathogen, a significant upregulated gene expression was observed in chitin-treated strawberry plants (De Tender et al., 2021). In addition, leaves from chitin-treated lettuce also showed a much higher apoplast ROS burst than the control upon elicitor treatment, indicating potential priming effect (our unpublished data). Chitin as soil amendment hence caused a priming effect in lettuce seedlings, which resulted in the upregulation of flavonoid biosynthesis, accumulation of PCs. After the initial priming state, due to the defense-growth trade-off, when chitin-treated plants were promoted for growth (six weeks), it is thus reasonable to observe reduced defense related flavonoids content (He et al., 2022). This priming effect possibly have long‐lasting defense effect and can be further verified by gene expression assay upon pathogen challenge in later growth stage. Chitin remains a promising organic substrate to promote plant growth and defenses. Whether this activation is due to chitin perception by the plant or due to a possible (direct or indirect) change in the lettuce rhizosphere microbiome upon treatment remains to be investigated.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE224725.

## Author contributions

LL, MM, MK, CZ, BC, and JP conceptualized the study. LL, MK, EDK, and CVP created the methodology and curated the data. LL, MK, EDK, and CVP analyzed the data. LL, MK, BC, and JP were involved in the investigations. LL, MK, and CVP contributed to the data visualization. MU, CZ, BC, and JP were involved in funding acquisition. LL, MK, CVP, EDK, BC, and JP prepared the original draft with assistance from MM, MU, and CZ for review and editing. All authors contributed to the article and approved the submitted version.

## References

[B1] AhmedH. A.Yu-XinT.Qi-ChangY. (2020). Optimal control of environmental conditions affecting lettuce plant growth in a controlled environment with artificial lighting: A review. S. Afr. J. Bot. 130, 75–89. doi: 10.1016/j.sajb.2019.12.018

[B2] AkiyamaK.KawazuK.KobayashiA. (1994). Partially N-deacetylated chitin elicitor induces antimicrobial flavonoids in pea epicotyls. Z. Naturforsch. C 49, 811–818. doi: 10.1515/znc-1994-11-1217

[B3] AndrewS. (2015). FastQC: a quality control tool for high throughput sequence data (Babraham Bioinformatics). Available online at: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[B4] AndronopoulouE.VorgiasC. E. (2004). Multiple components and induction mechanism of the chitinolytic system of the hyperthermophilic archaeon *Thermococcus chitonophagus. Appl* . Microbiol. Biotechnol. 65, 694–702. doi: 10.1007/s00253-004-1640-4 15322771

[B5] AschanG.PfanzH. (2003). Non-foliar photosynthesis – a strategy of additional carbon acquisition. Flora: Morphol. 198, 81–97. doi: 10.1078/0367-2530-00080

[B6] BesseauS.HoffmannL.GeoffroyP.LapierreC.PolletB.LegrandM. (2007). Flavonoid accumulation in *Arabidopsis* repressed in lignin synthesis affects auxin transport and plant growth. Plant Cell 19, 148–162. doi: 10.1105/tpc.106.044495 17237352PMC1820963

[B7] BonnotT.GillardM.NagelD. (2019). A simple protocol for informative visualization of enriched gene ontology terms. BioProtoc 9, 3429. doi: 10.21769/BioProtoc.3429

[B8] BowmanS. M.FreeS. J. (2006). The structure and synthesis of the fungal cell wall. Bioessays 28, 799–808. doi: 10.1002/bies.20441 16927300

[B9] BuerC. S.MudayG. K.DjordjevicM. A. (2008). Implications of long-distance flavonoid movement in *Arabidopsis thaliana* . Plant Signal Behav. 3, 415–417. doi: 10.4161/psb.3.6.5440 PMC263432019704584

[B10] CarlsonM.PagèsH.. (2023). AnnotationForge: Tools for building SQLite-based annotation data packages. R package version 1.40.1. Available online at: https://bioconductor.org/packages/AnnotationForge

[B11] CaoY.LiangY.TanakaK.NguyenC. T.JedrzejczakR. P.JoachimiakA.. (2014). The kinase LYK5 is a major chitin receptor in *Arabidopsis* and forms a chitin-induced complex with related kinase CERK1. Elife 3, e03766. doi: 10.7554/eLife.03766 PMC435614425340959

[B12] ChenJ.LüS.ZhangZ.ZhaoX.LiX.NingP.. (2018). Environmentally friendly fertilizers: a review of materials used and their effects on the environment. Sci. Total. Environ. 613-614, 829–839. doi: 10.1016/j.scitotenv.2017.09.186 28942316

[B13] DahiyaN.TewariR.HoondalG. S. (2006). Biotechnological aspects of chitinolytic enzymes: a review. Appl. Microbiol. Biotechnol. 71, 773–782. doi: 10.1007/s00253-005-0183-7 16249876

[B14] DebodeJ.De TenderC.SoltaninejadS.van MalderghemC.HaegemanA.van der LindenI.. (2016). Chitin mixed in potting soil alters lettuce growth, the survival of zoonotic bacteria on the leaves and associated rhizosphere microbiology. Front. Microbiol. 7, 565. doi: 10.3389/fmicb.2016.00565 27148242PMC4838818

[B15] De KeyserE.DesmetL.LosschaertM.De RiekJ. (2020). “A general protocol for accurate gene expression analysis in plants,” in Quantitative real-time PCR. Eds. BiassoniR.RasoA. (New York, NY: Humana), 105–118.10.1007/978-1-4939-9833-3_931578691

[B16] De PaepeD.ValkenborgD.NotenB.ServaesK.DielsL.de LooseM.. (2014). Variability of the phenolic profiles in the fruits from old, recent and new apple cultivars cultivated in Belgium. Metabolomics 11, 739–752. doi: 10.1007/s11306-014-0730-2

[B17] De TenderC.MesuereB.van der JeugtF.HaegemanA.RuttinkT.VandecasteeleB.. (2019). Peat substrate amended with chitin modulates the N-cycle, siderophore and chitinase responses in the lettuce rhizobiome. Sci. Rep. 9, 9890. doi: 10.1038/s41598-019-46106-x 31289280PMC6617458

[B18] De TenderC.VandecasteeleB.VerstraetenB.OmmeslagS.De MeyerT.De VisscherJ.. (2021). Chitin in strawberry cultivation: foliar growth and defense response promotion, but reduced fruit yield and disease resistance by nutrient imbalances. Mol. Plant Microbe Interact. 34, 227–239. doi: 10.1094/MPMI-08-20-0223-R 33135964

[B19] DingP.DingY. (2020). Stories of salicylic acid: A plant defense hormone. Trends Plant Sci. 25, 549–565. doi: 10.1016/j.tplants.2020.01.004 32407695

[B20] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS.. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. doi: 10.1093/bioinformatics/bts635 PMC353090523104886

[B21] FAOSTAT (2021) FAOSTAT: food and agriculture data (Food and Agriculture Organization of the United Nations) (Accessed March 02, 2023).

[B22] Gallego-GiraldoL.JikumaruY.KamiyaY.TangY.DixonR. A. (2011). Selective lignin downregulation leads to constitutive defense response expression in alfalfa (*Medicago sativa* l.). New Phytol. 190, 627–639. doi: 10.1111/j.1469-8137.2010.03621.x 21251001

[B23] GoulasY.CerovicZ. G.CartelatA.MoyaI. (2004). Dualex: a new instrument for field measurements of epidermal ultraviolet absorbance by chlorophyll fluorescence. Appl. Opt. 43, 4488–4496. doi: 10.1364/ao.43.004488 15382317

[B24] HallmannJ.Rodrıíguez-KábanaR.KloepperJ. W. (1999). Chitin-mediated changes in bacterial communities of the soil, rhizosphere and within roots of cotton in relation to nematode control. Soil Biol. Biochem. 31, 551–560. doi: 10.1016/S0038-0717(98)00146-1

[B25] HeZ.WebsterS.HeS. Y. (2022). Growth-defense trade-offs in plants. Curr. Biol. 32, R634–R639. doi: 10.1016/j.cub.2022.04.070 35728544

[B26] IritiM.FaoroF. (2009). Chitosan as a MAMP, searching for a PRR. Plant Signal Behav. 4, 66–68. doi: 10.4161/psb.4.1.7408 PMC263407719704712

[B27] IslamM. T.LeeB.-R.van LaH.LeeH.JungW.-J.BaeD.-W.. (2019). *p*-coumaric acid induces jasmonic acid-mediated phenolic accumulation and resistance to black rot disease in *Brassica napus* . Physiol. Mol. Plant Pathol. 106, 270–275. doi: 10.1016/j.pmpp.2019.04.001

[B28] KaiserC.KilburnM. R.ClodeP. L.FuchsluegerL.KorandaM.CliffJ. B.. (2015). Exploring the transfer of recent plant photosynthates to soil microbes: mycorrhizal pathway vs direct root exudation. New Phytol. 205, 1537–1551. doi: 10.1111/nph.13138 PMC435739225382456

[B29] KandelS. L.AnchietaA. G.ShiA.MouB.KlostermanS.J (2022)Crustacean meal elicits expression of growth and defense-related genes in roots of lettuce and tomato Phyto Front. 2, 10–20 doi: 10.1094/PHYTOFR-03-21-0017-R

[B30] KipsL.De PaepeD.van MeulebroekL.van PouckeC.LarbatR.BernaertN.. (2017). A novel spiral-filter press for tomato processing: process impact on phenolic compounds, carotenoids and ascorbic acid content. J. Food Eng. 213, 27–37. doi: 10.1016/j.jfoodeng.2017.06.010

[B31] KumarS. (2012). Biopesticides: A need for food and environmental safety. J. Fertil. Pestic. 3, e107. doi: 10.4172/2155-6202.1000e107

[B32] LiB.FanR.GuoS.WangP.ZhuX.FanY.. (2019). The *Arabidopsis* MYB transcription factor, MYB111 modulates salt responses by regulating flavonoid biosynthesis. Environ. Exp. Bot. 166, 103807. doi: 10.1016/j.envexpbot.2019.103807

[B33] LiN.HanX.FengD.YuanD.HuangL.-J. (2019). Signaling crosstalk between salicylic acid and ethylene/jasmonate in plant defense: Do we understand what they are whispering? Int. J. Mol. Sci. 20, 671. doi: 10.3390/ijms20030671 30720746PMC6387439

[B34] LiaoY.SmythG. K.ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. doi: 10.1093/bioinformatics/btt656 24227677

[B35] LibaultM.WanJ.CzechowskiT.UdvardiM.StaceyG.WanJ.. (2007). Identification of 118 *Arabidopsis* transcription factor and 30 ubiquitin-ligase genes responding to chitin, a plant-defense elicitor. Mol. Plant Microbe Interact. 20, 900–911. doi: 10.1094/MPMI-20-8-0900 17722694

[B36] LiuX.JiD.CuiX.ZhangZ.LiB.XuY.. (2020). *p*-coumaric acid induces antioxidant capacity and defense responses of sweet cherry fruit to fungal pathogens. Postharvest Biol. Technol. 169, 111297. doi: 10.1016/j.postharvbio.2020.111297

[B37] LoveM.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[B38] LuoW.BrouwerC. (2013). Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics 29, 1830–1831. doi: 10.1093/bioinformatics/btt285 23740750PMC3702256

[B39] LuypaertG.WittersJ.van HuylenbroeckJ.ClercqP.RiekJ.De KeyserE. (2017). Induced expression of selected plant defence related genes in pot azalea, *Rhododendron simsii* hybrid. Euphytica 213, 227. doi: 10.1007/s10681-017-2010-5

[B40] MalerbaM.CeranaR. (2019). Recent applications of chitin- and chitosan-based polymers in plants. Polymers 11, 839. doi: 10.3390/polym11050839 31072059PMC6572233

[B41] MartínezG.RegenteM.JacobiS.Del RioM.PinedoM.de la CanalL. (2017). Chlorogenic acid is a fungicide active against phytopathogenic fungi. Pestic. Biochem. Physiol. 140, 30–35. doi: 10.1016/j.pestbp.2017.05.012 28755691

[B42] Mauch-ManiB.BaccelliI.LunaE.FlorsV. (2017). Defense priming: an adaptive part of induced resistance. Annu. Rev. Plant Biol. 68, 485–512. doi: 10.1146/annurev-arplant-042916-041132 28226238

[B43] MiH.MuruganujanA.HuangX.EbertD.MillsC.GuoX.. (2019). Protocol update for large-scale genome and gene function analysis with the PANTHER classification system (v.14.0). Nat. Protoc 14, 703–721. doi: 10.1038/s41596-019-0128-8 30804569PMC6519457

[B44] Moreno-EscamillaJ. O.Jimeńez-HernándezF. E.Alvarez-ParrillaE.de la RosaL. A.Martínez-RuizN. D. R.González-FernándezR.. (2020). Effect of elicitation on polyphenol and carotenoid metabolism in butterhead lettuce (*Lactuca sativa* var. capitata). ACS Omega 5, 11535–11546. doi: 10.1021/acsomega.0c00680 PMC725478632478243

[B45] MortensenL. M. (1986). Effect of relative humidity on growth and flowering of some greenhouse plants. Sci. Hortic. 29, 301–307. doi: 10.1016/0304-4238(86)90013-0

[B46] MouB. (2008). “Lettuce,” in Vegetables I: Asteraceae, brassicaceae, chenopodicaceae, and cucurbitaceae. Eds. ProhensJ.NuezF. (New York, NY: Springer New York), 75–116.

[B47] MuymasP.PichyangkuraR.WiriyakitnateekulW.WangsomboondeeT.ChadchawanS.SeraypheapK. (2015). Effects of chitin-rich residues on growth and postharvest quality of lettuce. Biol. Agric. Hortic. 31, 108–117. doi: 10.1080/01448765.2014.974669

[B48] NewmanM.-A.SundelinT.NielsenJ. T.ErbsG. (2013). MAMP (microbe-associated molecular pattern) triggered immunity in plants. Front. Plant Sci. 4, 139. doi: 10.3389/fpls.2013.00139 PMC365527323720666

[B49] OkonechnikovK.ConesaA.García-AlcaldeF. (2015). Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics 32, 292–294. doi: 10.1093/bioinformatics/btv566 26428292PMC4708105

[B50] PengY.YangJ.LiX.ZhangY. (2021). Salicylic acid: biosynthesis and signaling. Annu. Rev. Plant Biol. 72, 761–791. doi: 10.1146/annurev-arplant-081320-092855 33756096

[B51] RStudio Team (2019). RStudio: Integrated development environment for R (Boston: MA: RStudio, Inc).

[B52] SavciS. (2012). An agricultural pollutant: chemical fertilizer. Int. J. Environ. Sci. Dev. 3, 73–80. doi: 10.7763/ijesd.2012.v3.191

[B53] ShamshinaJ. L.KellyA.OldhamT.RogersR. D. (2020). Agricultural uses of chitin polymers. Environ. Chem. Lett. 18, 53–60. doi: 10.1007/s10311-019-00934-5

[B54] SharpR. (2013). A review of the applications of chitin and its derivatives in agriculture to modify plant-microbial interactions and improve crop yields. Agronomy 3, 757–793. doi: 10.3390/agronomy3040757

[B55] SubbaraoK. V.DavisR. M.GilbertsonR. L.RaidR. N. (2017). Compendium of lettuce diseases and pests. 2nd ed. (St. Paul, MN: The American Phytopathological Society).

[B56] TakahashiF.ShinozakiK. (2019). Long-distance signaling in plant stress response. Curr. Opin. Plant Biol. 47, 106–111. doi: 10.1016/j.pbi.2018.10.006 30445314

[B57] TeamR. C. (2020). R: A language and environment for statistical computing (Vienna, Austria: The R Project for Statistical Computing).

[B58] TibbittsT. W.BottenbergG. (1976). Growth of lettuce under controlled humidity levels1. J. Amer. Soc Hortic. Sci. 101, 70–73. doi: 10.21273/JASHS.101.1.70

[B59] VelásquezC. L.PirelaM. R. (2016). “Biochemical aspects of the chitin fungicidal activity in agricultural uses,” in Chitosan in the preservation of agricultural commodities. Eds. Bautista-BañosS.RomanazziG.Jiménez-AparicioA. (Amsterdam, Boston, Heidelberg: Academic Press), 279–298.

[B60] WojciechowskaE.WeinertC. H.EgertB.TrierweilerB.Schmidt-HeydtM.HorneburgB.. (2014). Chlorogenic acid, a metabolite identified by untargeted metabolome analysis in resistant tomatoes, inhibits the colonization by *Alternaria alternata* by inhibiting alternariol biosynthesis. Eur. J. Plant Pathol. 139, 735–747. doi: 10.1007/s10658-014-0428-3

[B61] WuT.HuE.XuS.ChenM.GuoP.DaiZ.. (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (Camb.) 2, 100141. doi: 10.1016/j.xinn.2021.100141 34557778PMC8454663

[B62] YuanS.LiW.LiQ.WangL.CaoJ.JiangW. (2019). Defense responses, induced by *p*-coumaric acid and methyl *p*-coumarate, of jujube (*Ziziphus jujuba* mill.) fruit against black spot rot caused by *Alternaria alternata* . J. Agric. Food. Chem. 67, 2801–2810. doi: 10.1021/acs.jafc.9b00087 30794401

[B63] ZhangD.BiW.KaiK.YeY.LiuJ. (2020). Effect of chlorogenic acid on controlling kiwifruit postharvest decay caused by *Diaporthe* sp. LWT 132, 109805. doi: 10.1016/j.lwt.2020.109805

# Supplementary material for: Assessment of transcriptional reprogramming of lettuce roots in response to chitin soil amendment
**Source:** Front Plant Sci. 2023 Apr 5;14:1158068. doi: 10.3389/fpls.2023.1158068
**Supplement:** Supplementary file 1

Supplementary Material

belonging to

Assessment of transcriptional reprogramming of lettuce roots in response to chitin soil amendment

Leilei Li^1,2*†^, Moritz Kaufmann^3,4†^, Moffat Makechemu^4^, Christof Van Poucke^5^, Ellen De Keyser^1^, Mieke Uyttendaele^2^, Cyril Zipfel^4,6^, Bart Cottyn^1‡^ and Joël F. Pothier^3*‡^

# Supplementary Data

# Text S1. RT-qPCR of lettuce genes 48 and 72h post-transplantating.

# Supplementary Tables

**Supplementary Table 1.** Overview of differentially expressed genes (DEGs) in lettuce roots between lettuce grown in chitin-amended potting soil and lettuce grown in potting soil.

**Supplementary Table 2.** Overview of differentially expressed genes (DEGs) in lettuce leaves between lettuce grown in chitin-amended potting soil and lettuce grown in potting soil.

**Supplementary Table 3.** Overview of the reference compounds for the targeted LC-MS metabolomics analysis.

**Supplementary Table 4.** Reference genes tested for RT-qPCR.

**Supplementary Table 5.** List of primers tested for target genes.

# Supplementary Figures

**Supplementary Figure 1.** KEGG pathway of the phenylpropanoid biosynthesis pathway with differentially expressed genes mapped to it.

**Supplementary Figure 2.** KEGG pathway of the flavonoid biosynthesis pathway with differentially expressed genes mapped to it.

**Supplementary Figure 3.** KEGG pathway of the photosynthesis pathway with differentially expressed genes mapped to it.

**Supplementary Figure 4.** Principal component analysis plot of untargeted method on the LC-HRMS in both positive ionization (ESI pos) and negative ionization (ESI neg).

**Supplementary Figure 5.** Virtual gel electrophoresis and RNA integrity number evaluated using BioAnalyzer.

**Supplementary Figure 6.** Relative gene expression profiles in both leaf and root tissues obtained by RT-qPCR (CNQR not log transformed).

# Supplementary Data

# Text S1. RT-qPCR of lettuce genes 48 and 72h post-transplanting.

After RNA extraction using the CTAB method (Luypaert et al. 2017), the yield and purity of the obtained RNA were measured using a Nanodrop spectrophotometer (Isogen Life Sciences, Utrecht, Netherlands). The integrity was determined on a representative subset of the samples using a BioAnalyzer (Agilent technologies, Santa Clara, CA, USA). RNA integrity (RIN) was evaluated based on the clear ribosomal bands in the virtual gel view together with the RIN value (>7) (**Supplementary Figure 5**). Contaminating DNA was removed using DNA-*free* DNA removal kit (AM1906, Invitrogen; Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol.

For cDNA synthesis, the starting amount of RNA was adjusted to 1,000 ng in 10 µL volume. All samples were prepared in double, one for reverse transcription (RT) and one for noRT, respectively. iScript cDNA synthesis kit (Bio-Rad, Schiltigheim, France) was used for cDNA synthesis. A mix of 4 µL of 5× iScript reaction mix, 5 µL of nuclease-free water and 1 µL iScript reverse transcriptase were added to the RT sample. For noRT samples, 10 µL of nuclease-free water was added to the cDNA. RT and noRT samples were placed in a PCR machine for 5 min 25℃, 20 min 46℃, 1 min 95℃.

For the RT-qPCR, 2 µL of cDNA or noRT sample was added to a mixture of 300 nM of both forward and reverse primer and 1× SensiFAST SYBR No-ROX Mix (Bioline, Luckenwalde, Germany). Real-time detection (including melting curve analysis) was performed in a LightCycler480 (Roche, Basel, Switzerland) as described in De Keyser et al. (2020). No template controls (NTC) were also added.

Reference genes were selected out of eight genes (**Supplementary Table 4**) that have been tested in lettuce before (Borowski et al., 2014). Based on the GeNorm assay, two genes, *APT1* and *TIP41*, were selected for calculation of the normalization factor (*M* = 0.296; *CV* = 0.103). Primers for target genes (**Supplementary Table 5**) were designed using Primer3plus software, with length of ~20 bp, *T_m_* of ~60℃ and product length ~200 bp (Untergasser et al., 2007). Amplification efficiency was calculated based on the amplification curves of all samples using LinReg PCR software (Untergasser et al., 2021). Calculation of relative gene expression was done in qbase+ software (Biogazelle, Zwijnaarde, Belgium). CNRQ values (scaled to average) were exported to MS Excel.

In total 38 target genes were tested, 14 genes were actually expressed. The rest showed a *C_q_* value above 35 and were discarded for further analysis. The calculated normalized relative quantity (CNRQ) of the different genes is shown in **Supplementary Figure 6**. Statistical analysis (Kruskal-Wallis test) showed no difference between different samples for each target gene. However, *AOS* is highly expressed in root, and is slightly higher in chitin-treated samples at 72 hpt compared to control. Previous research has revealed that AOS-derived oxylipins control the links between growth and defense (Farmer and Goossens, 2019, Sivasankar et al., 2000). In root, the expression of *MYB 13*, a transcription factor regulating flavonoid biosynthesis, was also slightly higher in the chitin-treated group compared to the control.

# Supplementary Tables:

**Supplementary Table 1.** Overview of significant different expressed genes (DEGs) compared between lettuce roots grown in chitin-amended potting soil and potting soil. The first column shows the locus tag of the corresponding gene in the genome of *Lactuca sativa* cv. ‘Salinas’. Column two to five show the base mean of the gene the log_2_-fold change of these gene in the chitin-treated condition, the standard error of the log_2_-fold change estimate (lfcSE), the *p*-value and the adjusted *p*-value.

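All 321 genes of Supplementary Table 1 are in the deposited counts of the 10 root libraries, and 264 of them passed the filter on low counts. Each of the 264 had the direction given in the table, and 232 were DEGs in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were 203 of the 214 lower and 29 of the 107 higher expressed genes. PS replicate 3 had the highest CPM in 187 of the 214 lower expressed genes. Without this pool, 162 of the 214 lower and 20 of the 107 higher expressed genes were DEGs. Across the 264 genes, which are not independent replicates, the log2-fold changes had a Pearson correlation of 0.983 with those in the table. Within the lower expressed genes alone it was 0.642, and within the higher expressed genes 0.865. The fit with the replicate number as a block called 243 of the 321 genes. The base mean printed in the table was divided by the base mean of the 10 root libraries, computed with DESeq2's size factors. This ratio had a median of 0.593, a minimum of 0.167 and a maximum of 1443. In 75 genes it lay within 5% of the minimum, and in 73 genes it was above 10.

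**Figure D2:**
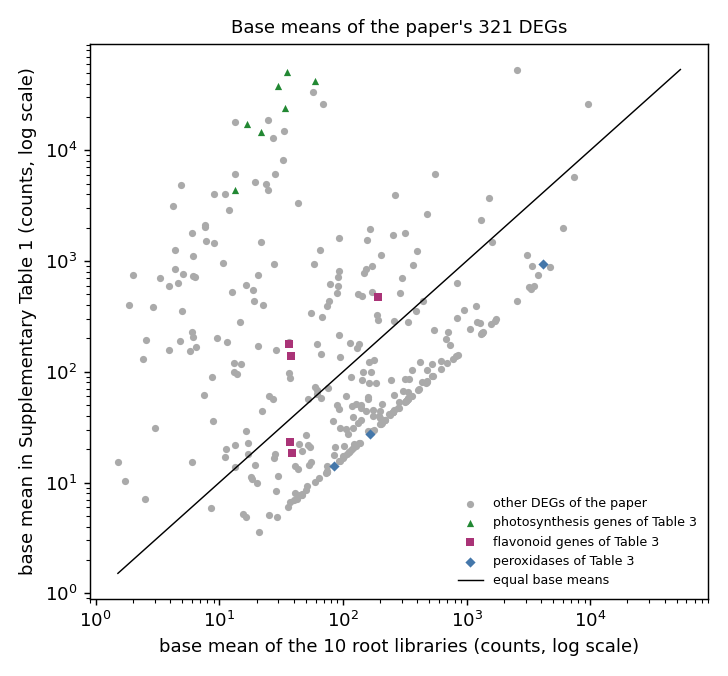
Base mean printed in Supplementary Table 1 against the base mean of the 10 root libraries, both in counts on log axes, for the paper's 321 DEGs; the line marks equal values. Many genes lie along a lower edge near a ratio of 0.167, and the 7 photosynthesis genes lie far above the line.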

**Supplementary Table 2.** Overview of significant different expressed genes (DEGs) compared between lettuce leaves grown in chitin-amended potting soil and potting soil. The first column shows the locus tag of the corresponding gene in the genome of *Lactuca sativa* cv. ‘Salinas’. Column two to five show the base mean of the gene the log_2_-fold change of these gene in the chitin-treated condition, the standard error of the log_2_-fold change estimate (lfcSE), the *p*-value and the adjusted *p*-value.

| **Locus tag** | **Base Mean** | **log_2_-fold change** | **lfcSE** | ***p-*value** | ***p-*adj** |
| --- | --- | --- | --- | --- | --- |
| LSAT_2X4121 | 152.528268 | -1.68556232 | 0.41447253 | 2.55E-07 | 0.00056824 |
| LSAT_2X82160 | 120.418796 | -1.57317071 | 0.16438255 | 8.78E-23 | 1.76E-18 |
| LSAT_3X69900 | 86.6442074 | 1.21581503 | 0.44566804 | 4.31E-06 | 0.00345089 |
| LSAT_5X9120 | 110.436838 | 1.04848681 | 0.31178099 | 1.55E-06 | 0.00172617 |
| LSAT_5X98121 | 131.334677 | 1.08404151 | 0.84970788 | 2.81E-05 | 0.01281505 |
| LSAT_5X98101 | 169.290207 | 1.06970572 | 0.57220311 | 1.76E-05 | 0.00954372 |
| LSAT_5X106681 | 135.000594 | -1.73924709 | 0.53374076 | 9.75E-07 | 0.00123663 |
| LSAT_6X91781 | 1141.01653 | -1.17732782 | 0.32755654 | 8.70E-07 | 0.00123663 |
| LSAT_6X91761 | 1116.62759 | -1.44164212 | 0.49866453 | 2.61E-06 | 0.0023792 |
| LSAT_7X70721 | 52.340551 | -1.0771521 | 0.36398496 | 3.34E-06 | 0.00291282 |
| LSAT_8X74780 | 392.98167 | -1.79415481 | 0.73549479 | 2.11E-06 | 0.00201519 |
| LSAT_8X99301 | 104.079521 | -1.44156318 | 0.30683231 | 3.69E-08 | 0.00012334 |
| LSAT_8X159641 | 274.478332 | -1.48598195 | 0.21079196 | 8.34E-14 | 8.35E-10 |
| LSAT_9X7261 | 393.715567 | -1.03799685 | 0.41159121 | 7.25E-06 | 0.00514919 |
| LSAT_9X59600 | 329.929526 | -1.62007766 | 0.4787247 | 9.88E-07 | 0.00123663 |

**Supplementary Table 3.** Overview of the reference compounds for the targeted LC-MS metabolomics analysis.

| **Compound** |
| --- |
| Daidzin (internal standaard) |
| Pyrocatechol |
| Salicylic acid |
| 4-OH-Phenylacetic acid |
| Protocatechuic acid |
| Gentisic |
| *p*-Coumaric acid |
| *o*-Coumaric acid |
| Vanillic acid |
| Gallic acid |
| Caffeic acid |
| Hydrocaffeic acid |
| Quinic acid |
| Ferulic acid |
| Hydroferulic acid |
| Propyl gallate |
| Sinapinic acid |
| Resveratrol |
| 3,4,5-Trimethoxycinnamic acid |
| Galangin |
| Apigenin |
| Naringenin |
| Phloretin |
| Kaempferol |
| Luteolin |
| Aromadendrin |
| Epicatechin |
| Catechin |
| Quercetin |
| Hesperetin |
| Taxifolin |
| Cyanidin |
| Isorhamnetin |
| Chlorogenic acid |
| Apigetrin |
| Avicularin |
| Phloridzin |
| Cynaroside |
| Astragalin |
| Isoquercetin |
| Quercetrin |
| Chicoric acid |
| Quercetin-3-O-glucuronide |
| Procyanidin B2 |
| Naringin |
| Hesperidin |
| Rutin |

**Supplementary Table 4.** Reference genes tested for RT-qPCR. Genes selected were marked in bold.

| **Gene**  **symbol** | **Gene product description** | **Accession**  **number** | **Primers 5’-3’ (F/R)** |
| --- | --- | --- | --- |
| ACT | Actin | AY260165.1 | AGGGCAGTGTTTCCTAGTATTGTTG/  CTCTTTTGGATTGTGCCTCATCT |
| **APT1** | Adenosine phosphoribosyl transferase | AT1G27450 | CTGTACAAGAAGGAGAACGAGC/  ACGAGCACATACAGTGGCTT |
| EIF2A | Elongation initiation factor gamma subunit | EU028334 | TAGGCGAGTGGAGAAGCATT/  GTAGAAACAGCAACAGGCAAA |
| EIF4A1 | Eukaryotic translation initiation factor 4A1 | AT3G13920 | CTTCATAGGATTGGGCGAAG/  TATGAGATCCGCAACATTCG |
| PP2A | Serine/threonine protein phosphatase 2A | AT1G10430 | TTGACGGAATCGGAGGTAAAA/  CCGGCTGCACATTCCATT |
| **TIP41** | TAP42-interacting protein of 41 kDa | LACT_SATI.  CST1.6123 | GAGAGATTTGCTGGAGGGAAACTA/  CCTTTGACTGATGATGTTTGGA |
| UBC21 | Ubiquitin-protein ligase | AT5G25760 | TCTTAGATCACCGTCCCATCGT/  TCTGAGATTGTCCGAGGATATGAG |
| UBQ | Ubiquitin | GW397659 | AAGACCTACACCAAGCCCAA/  AAGTGAGCCCACACTTACGA |

**Supplementary Table 5**. List of primers tested for target genes. ^$^, primer sequences taken from Chalupowicz et al. (2021); *, primer sequences taken from De Cremer et al. (2013).

| **Gene**  **symbol** | **Gene description** | **Accession**  **number** | **Primers 5’-3’ (F/R)** |
| --- | --- | --- | --- |
| PR2^$^ | Pathogenesis related protein 2 | LSAT_3X7981 | TTGAGTGGATCCAACATTGAAG/  TCATGGATATTGGTCAAAGCAG |
| FLS2a^$^ | Flagellin-sensitive 2a | LSAT_4X152881 | ATTCCGGCGTCTATTTTCTGTA/  ATTAGTCAGCCACAAAGGGAAA |
| AOS^*^ | Allene oxide synthase | Lsa025821.1 | TCTTCCAACTCCAAAGTCGTCGCT/  TTGAGTGCATGGTGGGTAGGTTCA |
| MYB13^*^ | MYB-related transcription factor | Lsa042448.1 | TCTTCCCAAGCTCGCCGGTTTATT/  TCGTTATCTGTGCGACCCGGTAAT |
| PDR^*^ | Pleiotropic drug resistance protein 1-like | Lsa032832.1 | TTACAGAGAACGAGCTGCCGGAAT/  TCGAACCCAATCATCGCGTACACT |
| CLP30 | Calmodulin-like protein 30 | LSAT_2X84220 | AGGTGACCAAGGCGTTTCAA/  CACCTGTAACAGCTCCTCCG |
| STP | Sugar transporter ERD6-like 6 | LSAT_5X27561 | GACTTGCGGGTAGTGTAGCA/  TGTTTTCCCCTTGGTCTCCG |
| ARP | Auxin-responsive protein IAA14 | LSAT_5X66981 | AACGAGGCGGAGATGTTGAA/  CCAGCCTACCACTTGTGCTT |
| PAMPA70 | Pathogen-associated molecular patterns-induced protein A70 | LSAT_8X87760 | AAAATGTCCGTGCTCCGTCT/  CCGAGTTGAGCAGGTGAGTT |
| HLH137 | Transcription factor bHLH137 | LSAT_4X83840 | CTCCGGCCACCGATAACTAC/  TGCATGCATAAACTACATACACAT |
| TIP1-1 | Aquaporin TIP1-1 | LSAT_6X43221 | AGGGTGACGTCGGCATAATC/  GGGTCCAGCCCAGTAAATCC |
| PATL3 | Patellin-3 | LSAT_6X111521 | TCACCCAGAGGACCAAAAGC/  AGACCGCCGTATTGAACTGG |
| SAUR78 | Auxin-responsive protein SAUR78 | LSAT_8X85101 | TGCAGCAGAACTTGACCCAT/  ACAACCTCGCACTCAATCGT |
| GRP6 | Gibberellin-regulated protein 6 | LSAT_2X90361 | AACTGTCTCGGCAAAGGGAG/  CTGGAGGCACACACAGACAT |
| PR1^$^ | Pathogenesis related protein 1 | LSAT_5X111580 | TCGCCACAAGACTTTGTTAATG/  GAGGCAAGATTTTCACCATAGG |
| chaJ | Chalcone synthase J | LSAT_2X42860 | TCCGAGATCACCGCAGTTAC/  ATCGGGCAATGGGTCAGAAC |
| gluc18 | Beta-glucosidase 18 | LSAT_9X97401 | ACAAGGTGGATCAATCGGGA/  CCAGTACCCGGCCAATAGAG |
| FLR | Dihydroflavonol 4-reductase | LSAT_2X77261 | CATGTGGCTACGCCTATGGA/  TCCCCGCAGAGGATGTAAAC |
| Perox11 | Peroxidase 11 | LSAT_8X37660 | AGATTGCACAGCACACTCCA/  TAGCCTCAGTCGCAACCATT |
| Perox12 | Peroxidase 12 | LSAT_6X101780 | CGGTAAACCTTGTCCAGATGA/  ATGGATTCAAGCTGCGGACA |
| CHS | Chalcone synthase | LSAT_2X76880 | GACATTTGAGGGAGGTGGGG/  GGGCGATCCAGAAGATGGAG |
| MYB111 | Transcription factor MYB 111 | LSAT_9X181 | TCATCAAAGGTGCAACGGGA/  ATAGCTAGCGGCACTAGGGT |
| DFR | Dihydroflavonol 4-reductase | LSAT_2X77261 | TGACGAGTCTCATTGGAGCG/  GCTTGGAGGGAATGAGGGAG |
| BPS | (-)-Beta-pinene synthase | LSAT_6X32141 | ATTGGAGTGGGTGTAGTCGC/  GAACATCGCCTGTTTCCAGC |
| LCAT | Lecithin-cholesterol acyltransferase-like 1 | LSAT_9X81040 | CAAGAGCTTGGCTACACCGA/  GGTTGAGGAGTTGGAGGACG |
| CHS3 | Chalcone synthase 3 | LSAT_4X147220 | AGGGAGGCTGGACTGACTTT/  TAGCACATGTCTGCTAGCCC |
| CHILs | Chalcone isomerase-like protein 2 | LSAT_8X11480 | TTGTGTGTTCAGAAATGGTGATG/  GAGCGACGATCTCAGGATCA |
| ERF1^*^ | Ethylene-responsive element binding protein1 homlog | Lsa016859.1 | TCGCCGGTGATGTCCAGTTATCAA/  TGTTTCCCTCTCTGCTGGTTCACA |
| LOX^*^ | lipoxygenase | Lsa036946.1 | GCAACTAAGCGTGCTTCACCCAAT/  TGCCTCAAGAAGACCTCCACCATT |
| ARP14 | Auxin-responsive protein IAA14 | LSAT_3X125741 | CGGCTTTTTGAGTCAAGGGC/  GCGCTTCGACTTCTAGCCAT |
| GST | Glutathione S-transferase F11 | LSAT_3X87760 | CAAGTCCCGGTTGTTGAGGA/  AGTGATGCGCTTCGACTTCT |
| SABP | Salicylic acid-binding protein 2 | LSAT_3X91921 | AAGCCAACATCCTACCGATGG/  CTCCTCATCTCCGGTGGTTG |
| F3'H | Flavonoid 3'-monooxygenase | LSAT_5X23101 | ATCTACGCCTGCATCACTGG/  CGTCAACAAAGCCAAGTCGG |
| RLL1 | Transcription factor BHLH42 | LSAT_5X190001 | ACCAACCAGTCAACTTGGCA/  CGGCGCGATTTTTCGAATCT |
| ERF062 | Ethylene-responsive transcription factor ERF062 | LSAT_6X60300 | TAGAGGCGTAAGGCAAAGGC/  TAAAAACGCGCAATCGCCTC |
| G2bD | Gibberellin 2-beta-dioxygenase 1 | LSAT_9X101040 | GTCCACCCAATCCCTTCGG/  TCTTCACTGCTGTCACGTAAT |
| SGRL | Magnesium dechelatase SGRL | LSAT_6X97181 | TTTTAGGCCCTCCAGCAACC/  CCTCTCAGCTGGTCATGGTG |
| LCAT1 | Lecithin-cholesterol acyltransferase-like 1 | LSAT_9X81040 | GGGAGTGTGGTGGTCAATGT/  GCCAGCTCGTCCCCTTATAC |

# Supplementary figures

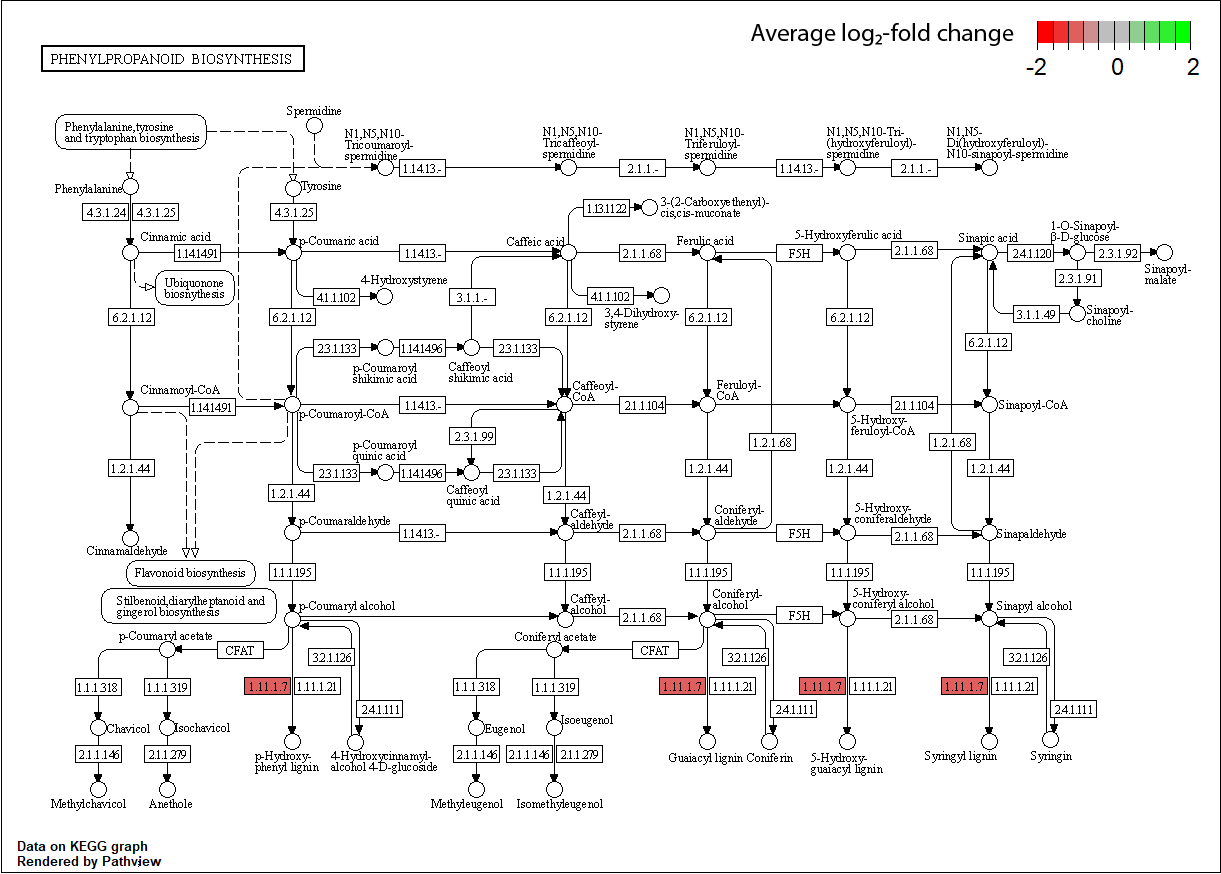

**Supplementary Figure 1.** KEGG pathway of the phenylpropanoid biosynthesis pathway with differentially expressed genes (DEGs) mapped to it. The pathway was downloaded from the KEGG database. The KEGG ortholog groups are colored according to the average log_2_-fold change of the different expressed genes mapped.

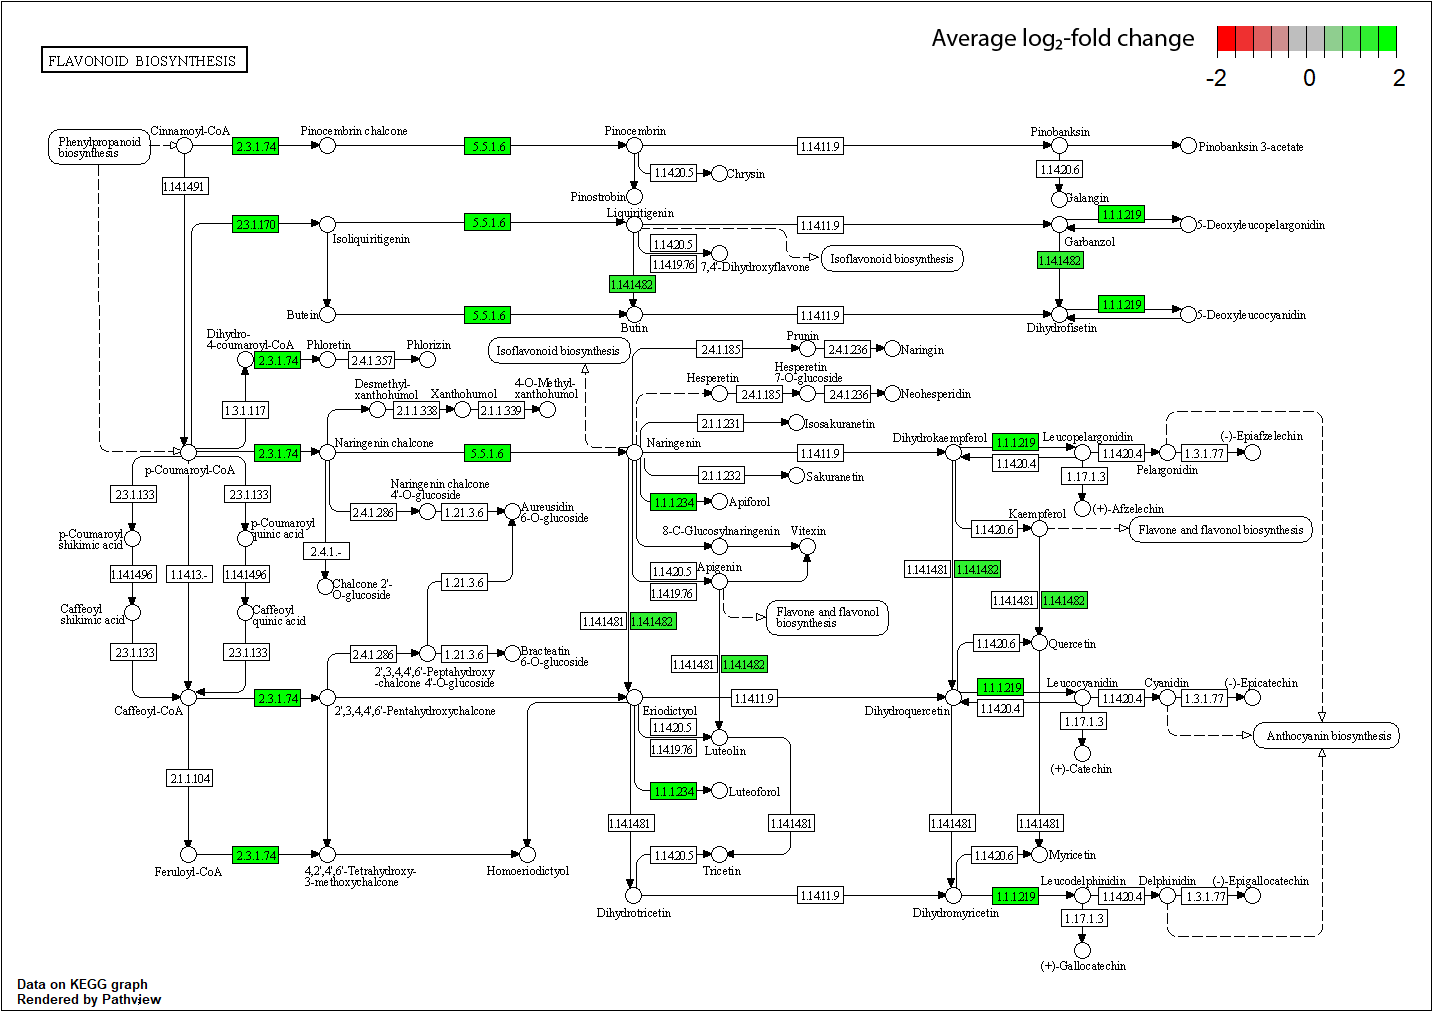

**Supplementary Figure 2.** KEGG pathway of the flavonoid biosynthesis pathway with differentially expressed genes mapped to it. The pathway was downloaded from the KEGG database. The KEGG ortholog groups are colored according to the average log_2_-fold change of the different expressed genes mapped.

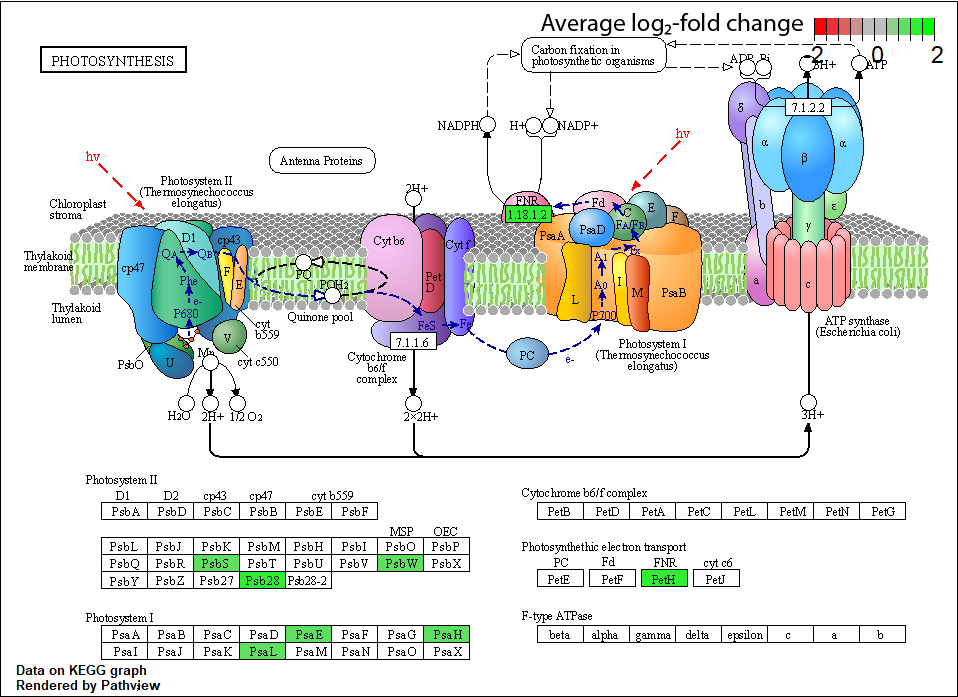

**Supplementary Figure 3.** KEGG pathway of the photosynthesis pathway with differentially expressed genes mapped to it. The pathway was downloaded from the KEGG database. The KEGG ortholog groups are colored according to the average log_2_-fold change of the different expressed genes mapped.

**
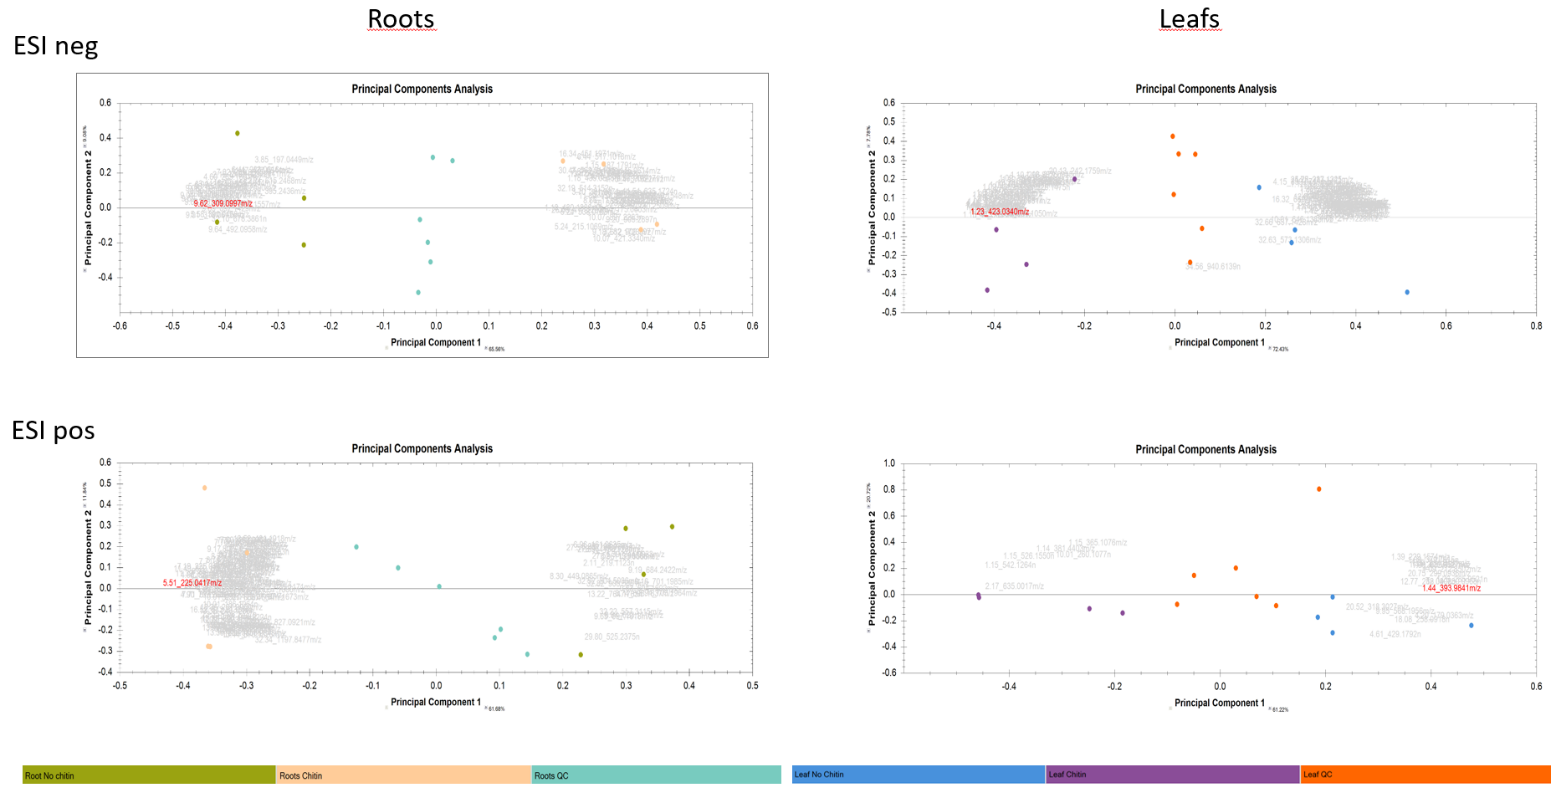
**

**Supplementary Figure 4.** Principal component analysis plot of untargeted method on the LC-HRMS in both positive ionization (ESI pos) and negative ionization (ESI neg). The grey cloud represents detected ions; the colored dots represent analyzed samples.

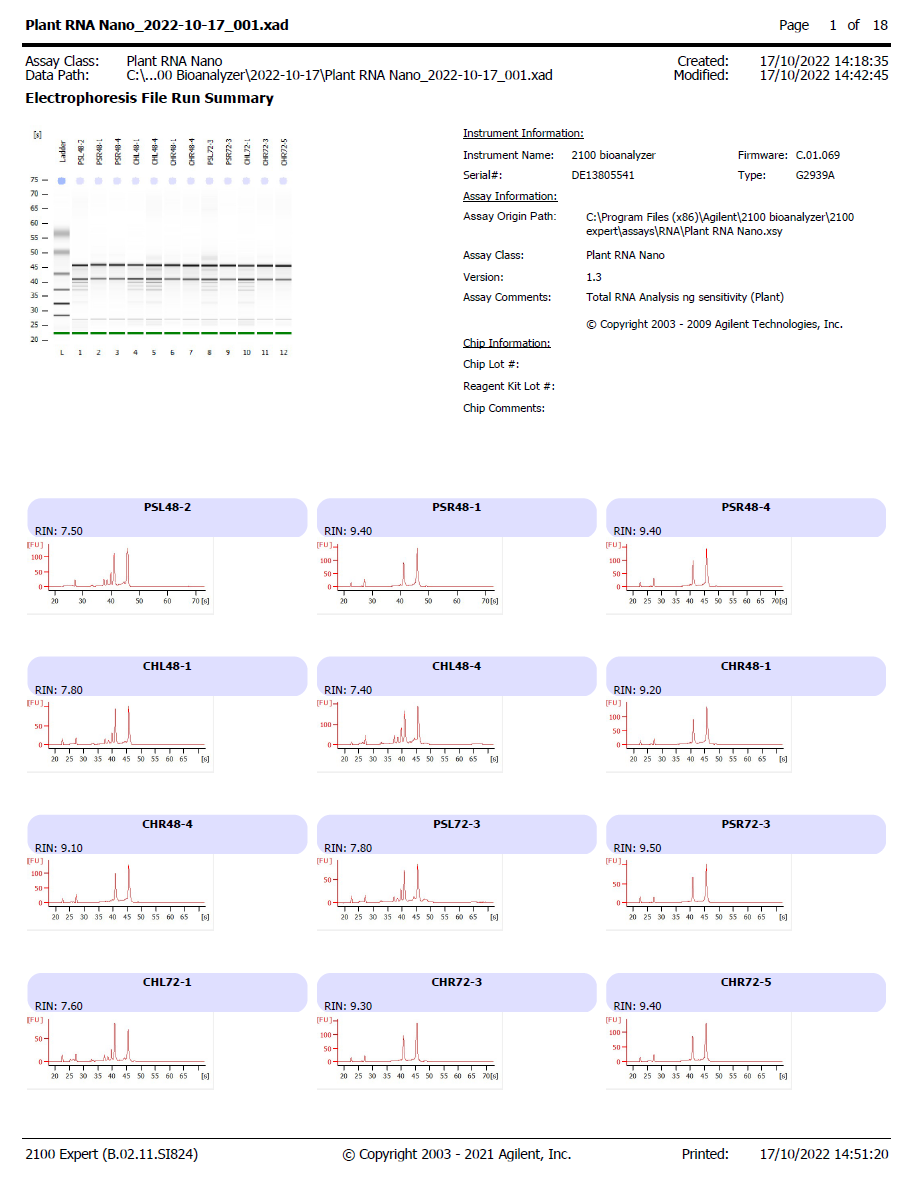

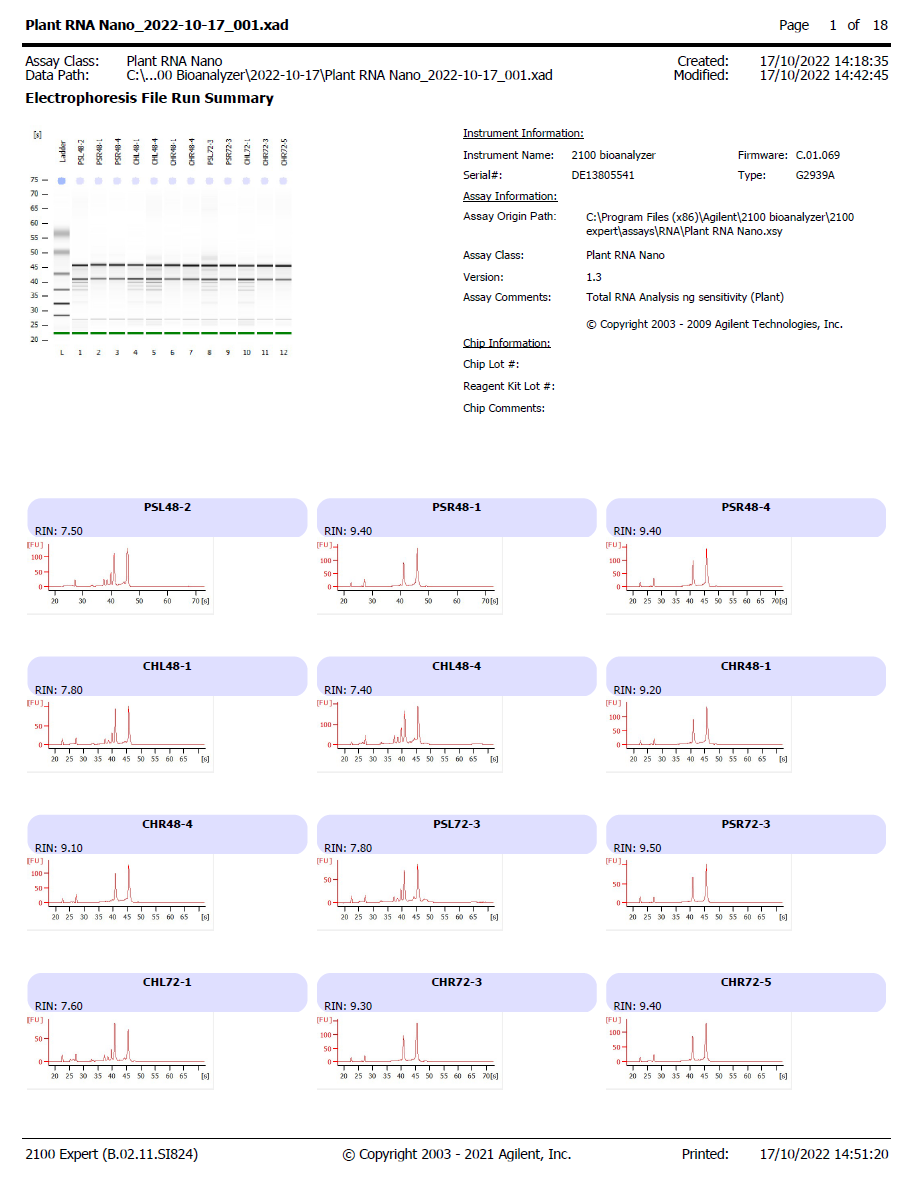

**Supplementary Figure 5.** Virtual gel electrophoresis and RNA integrity number evaluated using BioAnalyzer.

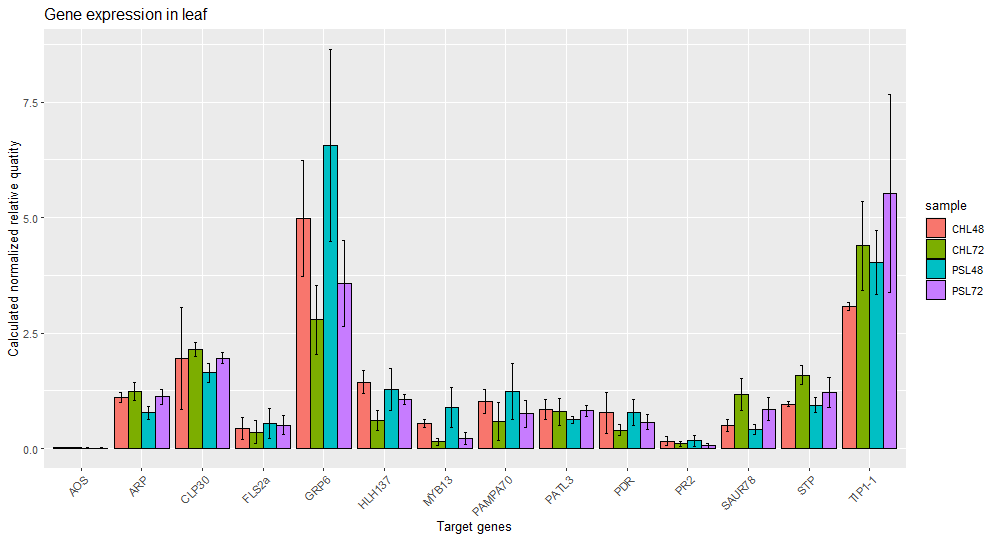

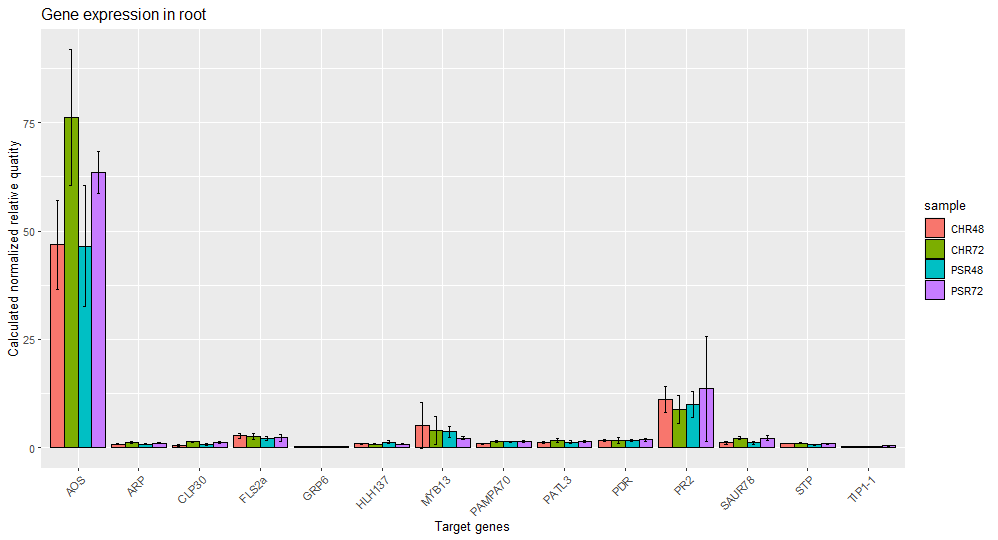

**Supplementary Figure 6.** Relative gene expression profiles in both leaf and root tissues obtained by RT-qPCR (calculated normalized relative quantity non-log-transformed). CHL/R48, chitin-treated leaf/root sampled at 48 hours post-transplanting (hpt); CHL/R72, chitin-treated leaf/root sampled at 72 hpt; PSL/R48, control leaf/root sampled at 48 hpt; PSL/R72, control leaf/root sampled at 72 hpt.

**References**

Borowski, J. M., Galli, V., Messias Rda, S., Perin, E. C., Buss, J. H., dos Anjos e Silva, S. D., and Rombaldi, C. V. (2014). Selection of candidate reference genes for real-time PCR studies in lettuce under abiotic stresses. *Planta* 239, 1187–1200. doi: [10.1007/s00425-014-2041-2](https://doi.org/10.1007/s00425-014-2041-2)

Chalupowicz, L., Manulis-Sasson, S., Barash, I., Elad, Y., Rav-David, D., and Brandl, M. T. (2021). Effect of plant systemic resistance elicited by biological and chemical inducers on the colonization of the lettuce and basil leaf apoplast by *Salmonella enterica*. *Appl. Environ. Microbiol.* 87, e0115121. doi: [10.1128/AEM.01151-21](https://doi.org/10.1128/AEM.01151-21)

De Cremer, K., Mathys, J., Vos, C., Froenicke, L., Michelmore, R. W., Cammue, B. P., and De Coninck, B. (2013). RNAseq-based transcriptome analysis of *Lactuca sativa* infected by the fungal necrotroph Botrytis cinerea. *Plant Cell Environ.* 36, 1992–2007. doi: [10.1111/pce.12106](https://doi.org/10.1111/pce.12106)

De Keyser, E., Desmet, L., Losschaert, M., and De Riek, J. (2020). A general protocol for accurate gene expression analysis in plants. *Methods Mol. Biol.* 2065, 105–118. doi: [10.1007/978-1-4939-9833-3_9](https://doi.org/10.1007/978-1-4939-9833-3_9)

Farmer, E. E., and Goossens, A. (2019). Jasmonates: what ALLENE OXIDE SYNTHASE does for plants. *J. Exp. Bot.* 70, 3373–3378. doi: [10.1093/jxb/erz254](https://doi.org/10.1093/jxb/erz254)

Luypaert, G., Witters, J., Van Huylenbroeck, J., De Clercq, P., De Riek, J., and De Keyser, E. (2017). Induced expression of selected plant defence related genes in pot azalea, *Rhododendron simsii* hybrid. *Euphytica* 213, 227. doi: [10.1007/s10681-017-2010-5](https://doi.org/10.1007/s10681-017-2010-5)

Sivasankar, S., Sheldrick, B., and Rothstein, S. J. (2000). Expression of allene oxide synthase determines defense gene activation in tomato. *Plant Physiol.* 122, 1335–1342. doi: [10.1104/pp.122.4.1335](https://doi.org/10.1104/pp.122.4.1335)

Untergasser, A., Nijveen, H., Rao, X., Bisseling, T., Geurts, R., and Leunissen, J. A. (2007). Primer3Plus, an enhanced web interface to Primer3. *Nucleic Acids Res.* 35(Web Server issue), W71–W74. doi: [10.1093/nar/gkm306](https://doi.org/10.1093/nar/gkm306)

Untergasser, A., Ruijter, J. M., Benes, V., and van den Hoff, M. J. B. (2021). Web-based LinRegPCR: application for the visualization and analysis of (RT)-qPCR amplification and melting data. *BMC Bioinformatics* 22, 398. doi: [10.1186/s12859-021-04306-1](https://doi.org/10.1186/s12859-021-04306-1)

How the deposited data were processed for this re-analysis (not part of the article)

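Root RNA was sequenced from 5 pools of plants grown in potting soil (PS) and 5 pools of plants grown in potting soil with 2 g chitin per L (PS+CH), collected at 72 hpt, with 5 plants per pool. The authors checked the reads with FastQC, aligned them with STAR to the genome of L. sativa cv. 'Salinas', checked the alignments with Qualimap and counted reads per gene with featureCounts. The values the authors deposited are whole-number counts per gene and library, without normalization or filtering. The leaf libraries of the paper, the metabolites and the plant measurements were not analysed here. All 10 columns of counts were used.

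The counts were analysed in R 4.3.3 with edgeR 4.0.16. Counts were scaled by TMM factors, genes with low counts were left out by filterByExpr with the treatments as groups and its minimum count of 10, and treatments were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over the 21936 genes kept. A DEG had an adjusted p-value under 0.05 and a log2-fold change of at least 1 or at most -1, the thresholds stated in the paper. CPM were computed from counts and TMM-scaled library sizes, and log2 CPM with a prior count of 2. Single genes were also compared by an exact two-sided permutation test of log2 CPM over the 252 arrangements of 5 and 5 pools, whose smallest p is 0.00794. Where all PS pools had at most 3 counts, the fold is a lower bound against the expression that 3 counts correspond to. For genes left out by the filter, the log2 of the ratio of mean CPM was used where a value was needed under every alternative.

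Total counts per library were between 17624520 and 18545790, so that 3 counts corresponded to 0.157 to 0.173 CPM. The steps were tested on simulated data. Counts were drawn for the real genes from their means and library sizes, with 200 genes changed. These 200 were taken from genes that passed the filter, each with a log2-fold change of 2 in size, and no outlying pool was simulated. The edgeR test called 190 of the 200 changed genes (95% of them) and 4 other genes among 21965 genes tested. The DEGs of the real data had a median size of 1.28 (lower) and 1.13 (higher), nearer the threshold. The simulation therefore cannot tell how well changes of that size are recovered.

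Treatments and replicate numbers were taken from the sample titles. The codes in the sample descriptions carry other numbers than the titles for PS replicate 5 and for all PS+CH pools, and 4 of the code numbers are shared by both treatments, so that blocks were fitted for both numberings. The paper describes the pools as made of randomly selected plants, so that the fit without a block is the one reported first. The single genes examined by rule were every gene the paper names with a locus tag and 10 DEGs. These 10 are the 5 with the largest and the 5 with the smallest log2-fold change among DEGs without overlap between the treatments' pools. Not all of the examined genes are printed, and of these 10 only 4 are, since the files do not pair the 10 with names. Table 3 gives NCBI gene numbers, while the counts use locus tags. Of its 18 genes, 15 were assigned to a locus tag: 7 through their name in Supplementary Table 5, 3 through a log2-fold change in Supplementary Table 1 that only 1 gene has, and 5 through the log2-fold change and the chromosome. Chromosomes of NCBI genes came from a gene table of version 11 of the Salinas assembly, which was used for nothing else. The other 3, all peroxidases, could not be settled.

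Before the data were examined, 22 alternatives were set. They comprise DESeq2 1.42.0 without shrinkage and with shrinkage by apeglm 1.24.0, limma-voom (limma 3.58.1), edgeR's glmTreat against a log2-fold change of 1, no log2-fold change threshold, other scalings (DESeq2's size factors, upper quartile, library size only), other filters (no filter, at least 10 counts in every library), replicate blocks, and leaving out each of the 10 pools in turn. A further 2, DESeq2 without a filter with and without shrinkage, were chosen after seeing the data. Gene sets defined by product names were planned but not run, since no table at hand pairs the locus tags with product names, and the GO and KEGG enrichments of the paper were not analysed here.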

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

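The tests of PS replicate 3, of library size and depth and of TMM normalization were chosen after the result was seen.

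In 107 groups of 5 pools (log2 CPM of the single genes examined by rule, and library measures), the extreme pools were checked. The gap between the highest or lowest pool and its neighbour was divided by the range of the group. A pool was taken as standing apart when this ratio was above 0.71. This held for 3 groups, which is 2.80% of them, while chance gives about 5.35.

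On principal component 1 of the log2 CPM of all tested genes, PS replicate 3 lay at -76.1 and the nearest PS pool at -26.4, a ratio of 0.774. In log2 CPM of LSAT_4X116280, PS replicate 3 was the highest PS pool at 3.37 against 1.97 for the next one, a ratio of 0.718. PS replicate 3 also had the highest CPM in 544 of the 643 lower expressed DEGs. Among all 10837 tested genes with a lower mean in PS+CH, it was the highest pool in 48.6%. If this pool alone made the excess of lower expressed genes, their share would move toward an even split without it. Without it 88% of the 375 DEGs were lower expressed. With library size as the only scaling, 93.75% of the DEGs were lower expressed, so TMM normalization did not make the excess. The median total count of PS+CH exceeded that of PS by 2.41%, less than the 10% that had been taken as a difference in depth. The share of counts in the 100 most counted genes overlapped between the treatments (exact permutation test, two-sided, p = 0.0794). The number of lower expressed genes depends on PS replicate 3, since 330 were called without it. Their share of the DEGs hardly does, at 88.3% with this pool and 88% without it. No biological explanation was tested for PS replicate 3, whose plants had the same treatment as the other PS pools. Gene length, GC content and reads from other organisms were not tested.

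In log2 CPM of Peroxidase 11 (LSAT_3X105460), PS+CH replicate 2 was the lowest PS+CH pool at 0.08 against 1.07 for the next one, a ratio of 0.802. It had 17 counts, where the other PS+CH pools had 35 to 42. The total count of this pool, 18540854, lay within the range of the other 9 libraries, so depth did not set it apart. The gene remained a DEG without this pool, with a log2-fold change of -1.80. No biological explanation was tested for a single pool.

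Outside the paper's list, 496 further genes were DEGs, 56 higher and 440 lower expressed. The median size of their log2-fold change was 1.18, against 1.48 for the DEGs shared with the list. Low counts were tested first: 11.3% of the 496 had a mean under 1 CPM, and their median was 3.56 CPM against 8.57 CPM for the shared DEGs, so most were not genes at the edge of detection. The choice of test was tested next. Of the 496, 494 were DEGs in DESeq2 without shrinkage, 411 in limma-voom and 247, or 49.8%, in DESeq2 with shrunken log2-fold changes. The edgeR fit that called the 496 did not use this shrinkage. Nearly all of them were thus called by both edgeR and DESeq2 without shrinkage, and 247 also passed with shrunken log2-fold changes. For the others, the call cannot be told apart from an effect of how the log2-fold change was estimated. PS replicate 3 was the highest pool in 363 of them.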

How the results depend on the processing

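In each alternative that called any DEG, which leaves out glmTreat and the block by sample codes, the genes that were DEGs both there and in the edgeR fit reported first had the same direction in both. Among the alternatives that kept all 10 libraries and the log2-fold change threshold and tested for any difference, the number of DEGs lay between 483 and 902. DESeq2 without shrinkage called 817 genes, limma-voom 685, DESeq2's size factors 725, the upper quartile 737 and library size only 896. Without the filter 764 genes were called, and with at least 10 counts in every library 594.

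With DESeq2 and shrunken log2-fold changes, 483 genes were DEGs, of which 49 were higher expressed. Without a log2-fold change threshold, 4065 genes passed, 1656 higher and 2409 lower expressed, and 17 of the RT-qPCR targets were among them. With library size as the only scaling, 56 genes were higher expressed; among genes with an adjusted p-value under 0.05, the share of lower expressed genes was then 80.7%, against 59.3% with TMM. This scaling moved the median log2-fold change of all genes by -0.09. With the test made against a log2-fold change of 1 (edgeR's glmTreat), 0 genes passed in total, 0 higher and 0 lower expressed, 0 of the genes of Table 3 and MYB111, 0 of the RT-qPCR targets and 0 of the paper's 321 genes; at an unadjusted p-value under 0.05 these were 322, 30, 292, 7, 5 and 187. The cause was not tested for any of these changes.

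With the replicate number of the sample titles as a block, 902 genes were DEGs, 135 higher and 767 lower expressed, and 6199 genes had an adjusted p-value under 0.05. With the numbers in the sample codes as a block, which only 8 libraries share, 0 genes passed, so that 0 higher and 0 lower expressed genes, 0 of the genes of Table 3 and MYB111, 0 of the RT-qPCR targets and 0 of the paper's 321 genes were DEGs. The smallest adjusted p-value was 0.0638, and 5696 genes, 2641 higher and 3055 lower expressed, had an unadjusted p-value under 0.05, among them 12 of the genes of Table 3 and MYB111, 18 of the RT-qPCR targets and 258 of the 321. Pools with the same number in the codes had a mean correlation of deviations of -0.134, which all 24 pairings reached; the corresponding check for the titles gave 0.258. The cause of the difference between the blocks was not tested.

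Across the 10 fits that each left out 1 pool, there were from 375 to 887 DEGs, from 45 to 119 higher and from 330 to 800 lower expressed. The fewest were found without PS replicate 3, and 461 (55 higher and 406 lower expressed) without PS+CH replicate 1. Of the genes of Table 3 and MYB111, from 3 to 8 were DEGs, of the RT-qPCR targets from 3 to 7, and of the paper's 321 genes from 182 to 230.

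Of the genes of Table 3 and MYB111, 4 were DEGs in the edgeR fit, 7 in DESeq2 without shrinkage and 7 without the filter. Of the RT-qPCR targets, 5 were DEGs and 9 without the filter. In the alternatives chosen after seeing the data, DESeq2 without a filter called 11 of the genes of Table 3 and MYB111, 11 of the RT-qPCR targets and 132 higher expressed genes without shrinkage, and 56 higher expressed genes with shrinkage. The cause was not tested.

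PR1 (LSAT_5X111580), with a log2-fold change of -0.14, ranged from -1.16 to 0.55 across the 10 fits that each left out 1 pool. It reversed to 0.15 with the block by titles, 0.26 with the block by codes, 0.41 and 0.55 without PS replicates 3 and 4, and 0.19 and 0.19 without PS+CH replicates 2 and 4. Its counts were 3 or fewer in 5 of the 10 pools. The cause was not tested.

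For the 49 genes named by the rule, 836 comparisons with an alternative had an adjusted p-value in both fits. Passing here means an adjusted p-value under 0.05, whatever the size of the log2-fold change. In 740 comparisons the direction and the side of this threshold stayed the same, 69 no longer passed, 21 passed anew and 6 reversed, the latter all PR1. In a further 290 comparisons the gene was not tested in at least 1 of the fits, so they show no stability. The filter on low counts left some genes of interest untested: 3 of the 5 flavonoid genes and MYB111 had counts in too few pools to pass the filter. Planned tests of gene sets by product name were not run.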

Differences from the paper's values

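The paper reports 321 DEGs, and 728 were found here. Of the alternatives set before the data were examined, leaving out PS replicate 3 (375 DEGs) and leaving out PS+CH replicate 1 (461 DEGs) came within 1.5 times the paper's number, and the others did not. DESeq2, the paper's software, gave 817 without shrinkage and 483 with shrunken log2-fold changes. Without the filter, alternatives chosen after seeing the values, it gave 858 and 501. For lower expressed genes the paper reports 214, and 643 were found here; none of the alternatives set before the data were examined closed the gap.

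For Peroxidase 11 (LSAT_3X105460), the log2-fold change in the paper's Supplementary Table 1 is -1.63 and here it was -1.97. The values lay within the larger of their standard errors, 0.33, with DESeq2 and shrunken log2-fold changes (-1.89) and without PS replicate 3, PS replicate 4 or PS+CH replicate 2. With the block by titles the value hardly moved (-1.95) and came just within that error. The other alternatives set before the data were examined stayed outside it. DESeq2 with shrinkage and no filter, chosen after seeing the values, gave -1.88.

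For the flavonoid 3'-monooxygenase (LSAT_5X23101), the paper's log2-fold change is 1.52 and here it was 2.48. DESeq2 with shrunken log2-fold changes gave 0.12, below the paper's value. The values came closer and lay within the larger of their standard errors with limma-voom and both replicate blocks (1.81 by titles). This also held without PS replicate 1 or 4 and without PS+CH replicate 2 or 5. Without PS replicate 3 or 5 the log2-fold change was 2.50, no closer, and only a larger standard error covered the gap. The other alternatives set before the data were examined stayed outside these errors. For the chalcone isomerase-like protein 2 (LSAT_8X11480), the paper's value is 1.74 and here it was 2.88. DESeq2 with shrunken log2-fold changes (1.71), limma-voom, both replicate blocks, and the fits without PS replicate 1 or 3 or without PS+CH replicate 2 brought the values within the larger of their standard errors, and the other alternatives set before the data were examined did not. DESeq2 with shrinkage and no filter, chosen after seeing the values, gave 1.72.

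For the ferredoxin-NADP reductase (LSAT_3X73300), the paper's log2-fold change is 1.44 and here it was 2.37. DESeq2 without shrinkage (2.39, where the standard error is larger than in edgeR), limma-voom, library size only, the block by titles, and the fits without PS replicate 1, 2, 3 or 5 or without PS+CH replicate 2 or 5 brought the values within the larger of their standard errors, and the other alternatives set before the data were examined did not. For photosystem I subunit XI (LSAT_8X98481), the paper's value is 1.12 and here it was 2.31. DESeq2 with shrunken log2-fold changes gave 0.09 for the former and 0.06 for the latter gene, both below the paper's values. DESeq2 without shrinkage (2.33, again with a larger standard error) and the fits without PS replicate 1, 2, 3 or 5 or without PS+CH replicate 2 brought the values within the larger of their standard errors, and the other alternatives set before the data were examined did not. DESeq2 without shrinkage or filter, chosen after seeing the values, gave 2.39 for the ferredoxin-NADP reductase and 2.33 for photosystem I subunit XI.

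The base means in the paper's Supplementary Table 1 differ from the means of the 10 root libraries, which were computed under 1 setting only, so that none of the alternatives set before the data were examined bears on them. For chalcone synthase J (LSAT_2X42860) the paper's base mean is 18.4 and here it was 38.4, and for the other chalcone synthase (LSAT_2X76880) the paper's is 179 and here it was 36.7. For the photosynthesis genes, the paper's base mean is 17366 for photosystem I subunit IV A (LSAT_9X12001), where 16.8 was found, 14715 for subunit VI (LSAT_1X35241), where 21.6 was found, and 38337 for subunit XI (LSAT_8X98481), where 29.7 was found. It is 24123 for the photosystem II 22 kDa protein (LSAT_6X35480), where 34.2 was found, 4368 for PSB28 (LSAT_5X181161), where 13.4 was found, and 41883 for the reaction center W protein (LSAT_5X186721), where 59.8 was found. For the ferredoxin-NADP reductase (LSAT_3X73300) it is 50653, where 35.1 was found.

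The paper lists all of the flavonoid and photosynthesis genes of Table 3 and MYB111 as DEGs, while here only the chalcone isomerase-like protein 2 (LSAT_8X11480) was one. Both chalcone synthases and the dihydroflavonol 4-reductase were called without the filter on low counts and by DESeq2 without shrinkage or filter, and the latter gene also by DESeq2 with shrinkage and no filter; both DESeq2 fits without a filter were chosen after seeing the values. The flavonoid 3'-monooxygenase was called by DESeq2 without shrinkage, with and without the filter (the latter chosen after seeing the values), by the block by titles and without PS+CH replicate 4. Photosystem I subunits IV A and XI were called without PS replicate 4, and the ferredoxin-NADP reductase without PS replicate 4 and without PS+CH replicate 4. The photosystem II 22 kDa protein was called by DESeq2 without shrinkage, with and without the filter, and without PS+CH replicate 4. The reaction center W protein was called by all 4 DESeq2 fits and without PS replicate 4 or PS+CH replicate 4, and PSB28 by DESeq2 without shrinkage or filter. Photosystem I subunit VI and MYB111 were called under no setting that was run.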

Other observations

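The tests of library depth, of leaf tissue and of the base means were chosen after the result was seen.

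The 10 libraries can be split into 5 and 5 in 126 ways, of which 100 were drawn, the split by treatment included. As many DEGs as in the split by treatment were found in 1 of the 100, the split itself; 97 had no DEG and the largest number in another split was 70. A direction with as many DEGs as the 85 higher expressed genes was likewise found in 1 of the 100. Among the 16 splits that part each pair of same-numbered pools, as the split by treatment does, 1 had as many DEGs, again the split itself, and the others had 0. With 16 splits the share cannot fall under 0.0625, so their number alone keeps this comparison from reaching a share under 0.05, whatever the treatment did; the other splits differ in keeping some same-numbered pools together.

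In 91 of the 107 higher expressed genes of the paper's list, PS+CH replicate 2 had the highest CPM, as it did in 84 of the 100 of them that are not photosynthesis genes of Table 3. Among all 11099 tested genes with a higher mean in PS+CH, it was the highest pool in 20.5%. Without this pool 20 of the 107 genes were DEGs, against 29 with it. The depth of this library, 18540854 counts, lay within the range of the other 9, and so did the share of its counts in the 100 most counted genes, 15.5%. Some leaf or stem tissue in the pool could raise photosynthesis genes. If the flavonoid genes rose with such tissue, PS replicate 4, with 234 reads of the 7 photosynthesis genes, would have about 57.2 reads of chalcone synthase J at the ratio of PS+CH replicate 3, which had 225 and 55 of these reads; PS replicate 4 had 0. The expected number depends on the pool the ratio is taken from: it is 75.5 and 31.6 at the ratios of PS+CH replicates 2 and 5, and 0 at those of replicates 1 and 4, which had 178 and 51 photosynthesis reads and 0 reads of chalcone synthase J. The test was made on this gene only. For the photosynthesis genes themselves, the rise in PS+CH replicate 2 over the PS mean followed the base means of the paper's Supplementary Table 1, with a Spearman correlation of 0.929 across the 7 genes, which are not independent replicates. These genes were listed because they rose, and induced expression in roots might order them alike, so the pattern of the photosynthesis genes cannot be told apart from green tissue in the pool. Whether chitin acted more strongly on this pool was not tested.

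The base means of Supplementary Table 1 differ from those of the 10 root libraries by a ratio that varies 8644-fold between genes, which other size factors for the same libraries would not give. The 7 photosynthesis genes had a median ratio of 706, while the 3 peroxidases assigned to a locus tag lay between 0.167 and 0.225. A candidate explanation is that the paper's fit also held libraries with strong expression of photosynthesis genes, such as those of leaves; no leaf library was analysed here.

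In 319 of the 321 genes of Supplementary Table 1, the ratio of the log2-fold change to its standard error gives a p-value more than 10 times the printed one. The median of this excess was 180-fold over all genes and 6982-fold in the 29 genes with a standard error above 1. This is consistent with shrunken log2-fold changes printed beside p-values of the unshrunken fit. The paper's text does not name a shrinkage, and shrinkage by apeglm in the 10 root libraries did not give the paper's log2-fold changes for all genes: it gave 0.12 for LSAT_5X23101, 0.09 for LSAT_3X73300 and 0.06 for LSAT_8X98481.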
